# Chemical Priming by Isothiocyanates Protects Against Intoxication by Products of the Mustard Oil Bomb

**DOI:** 10.3389/fpls.2020.00887

**Published:** 2020-06-26

**Authors:** Elena Ferber, Julian Gerhards, Miriam Sauer, Markus Krischke, Marcus T. Dittrich, Tobias Müller, Susanne Berger, Agnes Fekete, Martin J. Mueller

**Keywords:** autotoxicity, heat shock response, isothiocyanates, mustard oil bomb, reactive electrophilic species, redox homeostasis, sulforaphane

## Abstract

In Brassicaceae, tissue damage triggers the mustard oil bomb i.e., activates the degradation of glucosinolates by myrosinases leading to a rapid accumulation of isothiocyanates at the site of damage. Isothiocyanates are reactive electrophilic species (RES) known to covalently bind to thiols in proteins and glutathione, a process that is not only toxic to herbivores and microbes but can also cause cell death of healthy plant tissues. Previously, it has been shown that subtoxic isothiocyanate concentrations can induce transcriptional reprogramming in intact plant cells. Glutathione depletion by RES leading to breakdown of the redox potential has been proposed as a central and common RES signal transduction mechanism. Using transcriptome analyses, we show that after exposure of Arabidopsis seedlings (grown in liquid culture) to subtoxic concentrations of sulforaphane hundreds of genes were regulated without depletion of the cellular glutathione pool. Heat shock genes were among the most highly up-regulated genes and this response was found to be dependent on the canonical heat shock factors A1 (HSFA1). HSFA1-deficient plants were more sensitive to isothiocyanates than wild type plants. Moreover, pretreatment of Arabidopsis seedlings with subtoxic concentrations of isothiocyanates increased resistance against exposure to toxic levels of isothiocyanates and, hence, may reduce the autotoxicity of the mustard oil bomb by inducing cell protection mechanisms.

## Introduction

Chemical defense strategies in plants often involve both inducible secondary metabolites, classified as phytoalexins, as well as the constitutive accumulation of secondary defense metabolites, termed phytoanticipins. Since the biological activity of the vast majority of plant secondary metabolites is unspecific and not directed against specific foreign target proteins, plants cells need to protect their own tissues from self-intoxication by their defense chemicals. Besides storage of these compounds in safe compartments, a common strategy is to store biologically inactive secondary metabolite precursors that release biologically active phytochemicals after activation of enzymes triggered by tissue damage, infection or pest attack. An example of this plant defense strategy is the glucosinolate-myrosinase system in Arabidopsis also known as the mustard oil bomb (Shirakawa and Hara-Nishimura, 2018). After tissue damage, however, biologically active phytochemicals can cause cell death and tissue necrosis in plant tissues close to the damage site (Andersson et al., 2015).

Up to 40 biologically inactive glucosinolates, localized in specialized lacticifer-like S-cells in close vicinity to the vasculature and along the leaf margins, have been identified as most abundant phytoanticipins in different Arabidopsis accessions, reviewed in Burow and Halkier (2017). These specialized cells have been shown to contain extremely high levels (>130 mM) of glucosinolates (Koroleva et al., 2010). *Arabidopsis thaliana* Columbia (Col-0) synthesizes aliphatic and indolic glucosinolates in a ratio of about 8:2 in leaves (Brown et al., 2003) and the predominant glucosinolate is the aliphatic glucosinolate glucoraphanin that releases the isothiocyanate (ITC) sulforaphane (SF). In Arabidopsis Col-0, nitriles appear to be major breakdown products besides isothiocyanates, a reaction that is promoted by nitrile-specifier proteins after glucosinolate hydrolysis (Wittstock et al., 2016). However, biological activities are likely associated with the corresponding isothiocyanates.

Glucosinolates can be degraded by the enzymatic activity of myrosinases (ß-thioglucoside glucohydrolases, TGGs) that are localized in guard cells and myrosin phloem cell idioblasts (Thangstad et al., 2004). In Arabidopsis leaves, two redundant myrosinases (TGG1 and TGG2) have been shown to be essential for the breakdown of the predominant aliphatic glucosinolates. In the absence of TGG1 and TGG2, degradation of indolic glucosinolates was also greatly affected (Barth and Jander, 2006).

Tissue damage results in high local production of ITCs. For instance after complete mechanical tissue disruption, about 12 μmol aliphatic and 3 μmol indolic glucosinolates per gram fresh weight (FW) (Barth and Jander, 2006) were degraded within 1 min leading to a corresponding local concentration of glucosinulolate degradation products in damaged tissues of about 15 mM. The toxicity of extracellular or exogenously applied ITCs depends on the structure of the side chain and the way of application (vapor, infiltration, spraying). For instance, exposure to the volatile allyl isothiocyanate (AITC) >0.5 M (Overby et al., 2015b) or infiltration of SF >0.5 mM caused large visible lesions (Andersson et al., 2015) and spraying of different ITCs in the concentration range of 10–100 mM resulted in growth inhibition and leaf bleaching (Hara et al., 2010). However, due to the application mode, the absolute dose of exogenous ITCs taken up by plants is difficult to estimate and to correlate with damage-induced ITC accumulation.

A common feature of ITCs is their lipophilicity and electrophilicity. Due to their high chemical reactivity, exposed thiol groups in glutathione and proteins can be covalently modified. Because of their reactivity, ITCs can be classified as reactive electrophilic species (RES) that display concentration-dependent, broad spectrum toxicity in microorganisms, animals and plants. Toxicity of ITCs also depends on the capacity of cells to detoxify these RES mainly via conjugation to glutathione (GSH). Coupling to GSH can take place as a non-enzymatic reaction or can be catalyzed by an array of glutathione S-transferases (GSTs) (Wagner et al., 2002; Hara et al., 2010) which can be transcriptionally upregulated by ITCs (Overby et al., 2015b).

It has been proposed that the major mode of action of SF in mammalian (Valgimigli and Iori, 2009) as well as in plant cells (Andersson et al., 2015) is to decrease the cellular glutathione pool leading to an increase of the redox potential and eventually to cell death. Since all cell permeable and structurally diverse RES have the concentration-dependent ability to deplete the cellular GSH pool, the resulting increased redox potential could potentially act as a common signal triggering RES-responsive genes.

Indeed, several ITCs (Hara et al., 2010) and structurally different RES oxylipins (Mueller et al., 2008; Muench et al., 2016) have been shown to induce expression of heat shock and detoxification genes at low concentrations while spraying higher concentrations were highly toxic. The magnitude of gene induction and cell death varied when different ITCs were tested. Exposure to AITC vapor has recently been shown to upregulate more than 3900 genes in Arabidopsis seedlings including heat stress, oxidative and general stress as well as detoxification genes (Kissen et al., 2016). However, AITC does not occur in Arabidopsis Col-0 and transcriptome data on Arabidopsis ITCs including SF is not available.

It has been shown that SF both possesses direct antimicrobial properties and, at lower concentrations, acts directly on plant cells to trigger defense responses (Andersson et al., 2015; Schillheim et al., 2018). In addition, we hypothesized that SF and other ITCs produced after herbivore or pathogen attack may also serve as local signals or as metabolic regulators that reduce collateral damage of the mustard oil bomb. We show that ITC – at subtoxic concentrations – trigger cell rescue mechanisms that confer protection against ITC intoxication.

## Results

### Uptake and Metabolism of Exogenous Sulforaphane by Arabidopsis Seedlings

In order to study the effect of extracellular SF on plant tissues we employed a liquid culture system for Arabidopsis seedlings to which exogenous ITCs and RES could be easily applied for treatment and, after defined exposure times, could be removed for recovery. Previously, ITCs were applied by spraying, leaf inoculation, growth on ITC-containing agar or exposure to isothiocyanate vapors. All these application systems have the disadvantage that the absolute treatment dosage per gram of plant tissue is difficult to estimate. Using the liquid culture system, we first determined uptake of SF by 10 seedlings (123 ± 33 mg, mean ± SD) exposed to 500 μl treatment solution containing 100 μM SF (50 nmol) which corresponds to an absolute dosage of 407 nmol g^–1^ FW. The seedlings were briefly shaken in plain water to remove attached medium prior analysis. As shown in Figure 1, exogenous SF levels rapidly decreased in the culture medium in the presence of seedlings to almost zero during 4 h of incubation. When seedlings were removed from the culture medium prior addition of SF we observed that SF levels (50 nmol, corresponding to 407 nmol g^–1^ FW) remained constant (Figure 1A) indicating that exogenous SF was not degraded or metabolized in the medium. In the presence of seedlings, we observed a strong increase of SF associated with the seedlings (21 nmol g^–1^ FW) immediately after replacing the culture medium with SF-containing medium and subsequently a rapid decrease of seedling-associated SF (Figure 1B). The highest amount of free, seedling-associated SF (21 nmol g^–1^ FW, 5.1% of the applied dose) was determined directly after administration of SF. In parallel to the decrease of SF in the medium and seedlings, rapid metabolism of SF to the glutathione (GSH) conjugate was observed (Figure 1C). The highest amount of SF-GSH conjugate (29 nmol g^–1^ FW, or 7.1% of the applied dose) was determined at the end of the time series (4 h). Potential catabolites of the SF-GSH conjugate such as the cysteinylglycine-, the cysteine, or N-acetlycysteine-conjugate could neither be detected in the seedlings nor in the medium. Since the GSH pool of the seedlings (240 nmol g^–1^ FW) was not significantly depleted by the 407 nmol SF g^–1^ FW treatment (Figure 1D), we conclude that less than 8% of the applied SF was detoxified and stored as GSH conjugate under the low dose SF treatment. Notably, the total GSH in the seedlings (240 nmol g^–1^ FW) would not be sufficient to scavenge the excess SF (407 nmol g^–1^ FW) after uptake.

**FIGURE 1:**
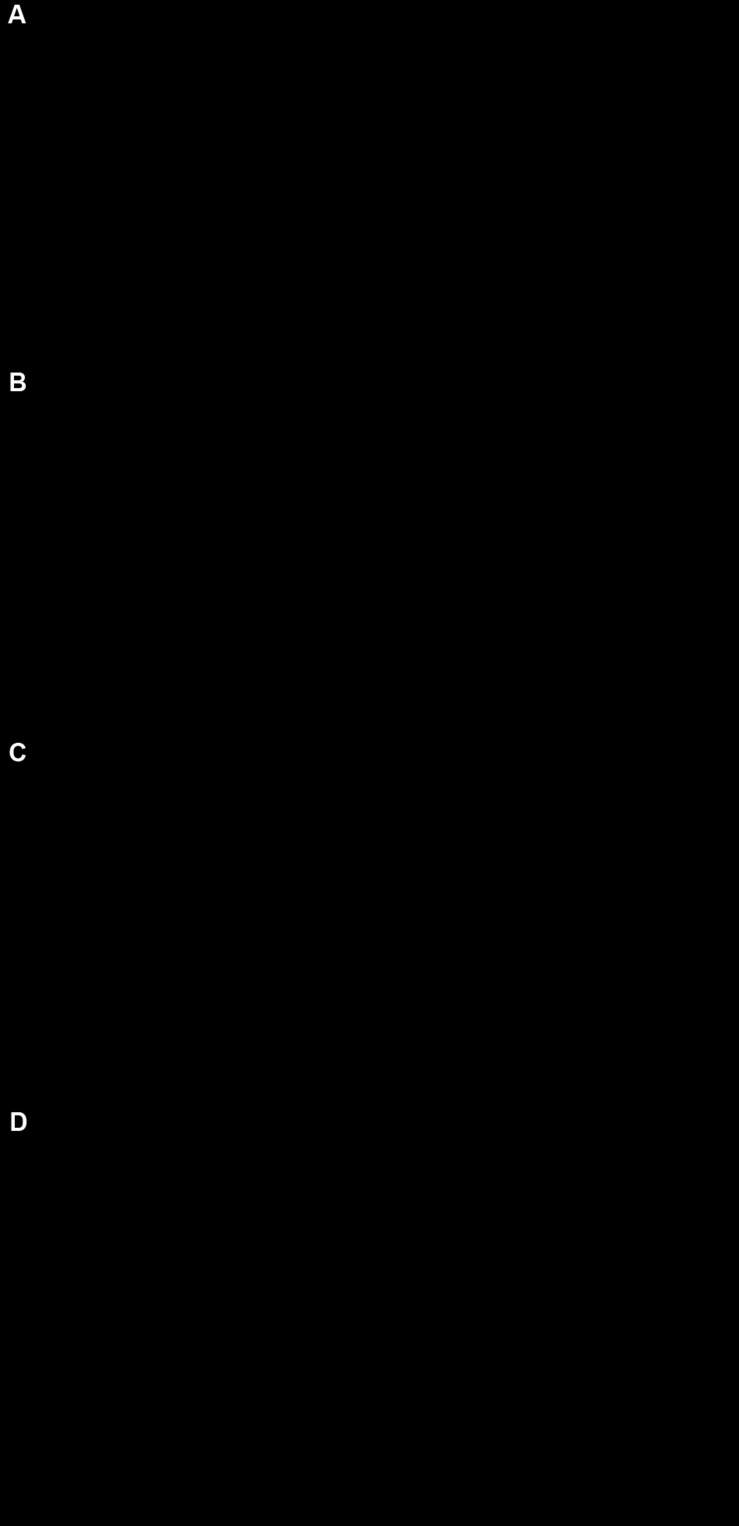
Uptake and metabolism of exogenous sulforaphane. Sulforaphane (50 nmol, final concentration of 100 μM) was applied to 10 Arabidopsis seedlings (123 mg) grown in liquid culture at time zero. The applied dose was 407 nmol/g FW. **(A)** Levels of SF in the medium were determined at the time points indicated in the presence (time 0–4 h) or absence of seedlings (stability control at time 0* and 4* h). **(B–D)** Levels of SF associated with the seedlings **(B)**, levels of SF-GSH in the seedlings **(C)**, and levels of GSH **(D)** were measured 1 h pre-treatment and subsequently for 4 h after the treatments. Data represents means ± SD, *n* = 4 biological replicates within one experiment (each replicate comprised a pool of 10 seedlings).

We performed untargeted metabolite fingerprinting to identify other SF metabolites. Only three low abundant metabolites were found to be significantly increased in the seedlings but not the medium after 4 h: Raphanusamic acid, a known breakdown product of SF (Jeschke et al., 2019) and two unknown metabolites (Supplementary Data, Table S1). Due to their low signal intensities, they appear not to be major SF metabolites. We cannot exclude the possibility that other low molecular weight SF metabolites escaped detection, however, it is likely that SF predominantly binds to proteins as it has been previously been shown to occur in animals (Mi et al., 2007, 2011).

### Transcriptional Response to Sulforaphane, Benzyl Isothiocyanate, and the Oxylipin-RES Prostaglandin A_1_

To analyze the transcriptional response of Arabidopsis seedlings to an exogenous exposure to 100 μM SF in 500 μl we performed genome scale transcriptional profiling by microarray analysis at 4 h (Supplementary Data, Table S2). 

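The 12 one-colour arrays were read, 3 per group, from seedlings taken 4 h after mock treatment, SF, BITC or PGA1. Each sample is 1 pool of 10 seedlings, and the 3 replicates of a group come from 1 experiment. The paper gives 100 μM for SF and BITC, 75 μM for PGA1 and 1% methanol for the mock, while the sample labels give 75 μM for each compound and 0.5% methanol. The array design carries 43803 gene spots for 43603 probes, and 34348 of these probes matched a transcript of 25410 genes. Per array the median spot signal was 467 to 835, which is 21.2 to 33.4 times the median local background. Between 70.5 and 75.6% of the gene spots lay well above background, and 3474 genes did so on no array. Signals were background-corrected and quantile-normalized with neqc, which uses the 153 negative control spots of each array, and tested with limma over all 12 arrays. A gene is called where the adjusted p is at most 0.05 and the change at least 2-fold. Changes are log2 values against mock unless a fold or another compound is named, and SE is the standard error of the fit. Between 53 and 168 spots per array carried a quality flag in the deposited files and were left out. The probe rule, the thresholds and the gene lists were fixed before the data were examined, and the genes and lists the paper itself reports were known beforehand. In simulated data of this design, with 50 genes changed at each size, limma called 27 of 50 at 2-fold, 48 at 2.83-fold, 49 at 4-fold and 50 at 8-fold. As a call needs an estimate of at least 2-fold, the count at 2-fold is limited by that threshold however small the noise. In the same simulation of 24848 genes, 200 of them changed, limma made 3 false calls among the unchanged genes. The simulated noise was independent for each gene, with no array or slide effect. The arrays sit on 3 slides of 4, and each slide holds 1 array of every group, so group and slide can be told apart.

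**Figure D1:**
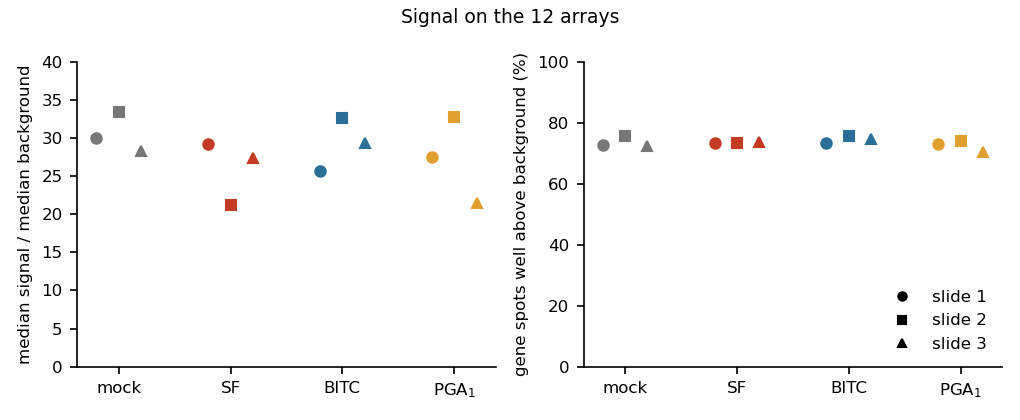
Signal on the 12 arrays by group, with the slide as the shape of the point. The left vertical axis is median signal over median background (ratio) and the right one the percent of gene spots well above background. The ranges of the groups overlap in both panels.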

To compare the transcriptional response to SF with the response to a structural different ITC and a RES-oxylipin, we also performed transcriptional profiling with benzyl isothiocyanate (BITC, 100 μM) and prostaglandin A_1_ (PGA_1_, 75 μM). As shown in Figure 2, SF, BITC and PGA_1_ upregulated 557, 69, and 500 genes, respectively, more than 2-fold at 4 h. 

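The aldo-keto reductase family gene AT1G60750, listed as a NAD(P)-linked oxidoreductase, rose by 7.19 after SF, 1.48 after BITC and 6.04 after PGA1 (SE 0.16 each, adjusted p = 1.8e-09, 0.0012 and 1.2e-08) with 3 arrays per group. Its mock signal lay well above background on 1 of 3 arrays. SAP10, a zinc finger protein of the stress-associated family, rose by 6.03 after SF, 2.05 after BITC and 5.07 after PGA1 (SE 0.28 each, adjusted p = 4.6e-07, 0.0046 and 3.0e-06). AT1G48700, a member of the 2-oxoglutarate and iron-dependent oxygenases, rose by 5.81 after SF, 3.08 after BITC and 4.67 after PGA1 (SE 0.40 each, adjusted p = 5.8e-06, 0.0038 and 5.2e-05). In total 492 genes rose and 596 fell after SF, 68 rose and 164 fell after BITC, and 446 rose and 230 fell after PGA1 (limma, 25410 genes tested). Within slides 1, 2 and 3, 438, 358 and 448 of the SF rises, 51, 56 and 66 of the BITC rises and 335, 313 and 431 of the PGA1 rises were at least 2-fold. Of the falls these were 523, 527 and 453 for SF, 145, 152 and 111 for BITC and 189, 214 and 150 for PGA1. With the slide as a block the rises and falls were 486 and 595 for SF, 64 and 160 for BITC, and 420 and 220 for PGA1. In a fit of the compared arrays alone, 37 of the 69 BITC calls among the 233 genes picked to be named were kept. For SF these were 137 of 142, and for PGA1 110 of 119. The BITC calls lost there include those of SAP10, HSP23.6-MITO, AT1G54050, HSFA2, ABR1, PRP1, XTH13 and CYP702A5. With 1 array left out the BITC rises were 44 without BITC 1, and the falls were 105 without mock 1, 106 without BITC 1, 98 without BITC 2 and 96 without BITC 3. The deposited series matrix is not normalized between arrays. With its values the median change over all genes was -0.38 for SF, -0.19 for BITC and -0.13 for PGA1, and the rises and falls became 269 and 1215, 44 and 231, and 263 and 335.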

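SF and BITC were tested directly against each other, at the 1 dose the paper gives for both and with 3 arrays per compound. The cytochrome P450 gene CYP71A16, the marneral oxidase, was lower after SF, with a difference of -5.02 (95% confidence interval -5.48 to -4.56, adjusted p = 5.4e-07). The signal-peptide gene CLE6 lay below background on the SF arrays and was at least 8.61-fold lower there than after BITC (adjusted p = 4.0e-05). The DnaJ-domain chaperone AT1G71000 was higher after SF by 3.19 (2.27 to 4.12, adjusted p = 0.0014). In all, limma called 396 genes higher and 237 lower after SF than after BITC. Between SF and BITC limma called 0 genes in opposite directions, and 2 genes lay 2-fold apart from mock in opposite directions at an unadjusted p under 0.05. In slides 1, 2 and 3 the called difference was at least 2-fold for 347, 342 and 293 of the higher and 185, 203 and 212 of the lower genes, and the slide block gave 389 and 229. With the series matrix the split was 207 higher and 323 lower, under a median shift of -0.13.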

Compared to SF, BITC induced considerably fewer genes. However, 84% of the BITC responsive genes were also induced by SF suggesting that BITC triggers a qualitative similar but much weaker response. 

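The small heat shock protein gene ATHSP22.0 rose by 6.78 after SF and 7.09 after BITC (SE 0.36 each, adjusted p = 1.0e-06 and 3.5e-06) with 3 arrays per group, and the difference of SF from BITC was -0.31 (95% confidence interval -1.10 to 0.49, adjusted p = 0.67). ZFHD1, a zinc finger homeodomain regulator of dehydration responses, rose by 2.17 after SF and 2.12 after BITC (SE 0.19 each, adjusted p = 3.3e-05 and 0.00022), a difference of 0.045 (-0.37 to 0.45, adjusted p = 0.92). HSA32, which maintains acquired thermotolerance, rose by 3.61 after SF and 3.03 after BITC (SE 0.19 each, adjusted p = 9.1e-07 and 1.4e-05), a difference of 0.58 (0.17 to 0.99, adjusted p = 0.097). HSP17.4 rose by 6.11 after SF and 4.61 after BITC (SE 0.23 each, adjusted p = 1.3e-07 and 3.5e-06), and was 2.82-fold higher after SF (adjusted p = 0.0034). HSP18.2 rose by 2.51 after SF and 3.79 after BITC (SE 0.28 each, adjusted p = 0.00018 and 6.4e-05) and was lower after SF, with a difference of -1.28 (-1.90 to -0.67, adjusted p = 0.022). The call of this difference was lost without SF 1 (adjusted p = 0.087), SF 2 (adjusted p = 0.085), BITC 1 (adjusted p = 0.070) or BITC 3 (adjusted p = 0.080). Of the 68 genes that rose after BITC, 56 also rose after SF, 82.4% (95% confidence interval 71.6 to 89.6), where 1.32 would be shared by chance. This interval treats genes as independent and does not measure the spread between arrays. With 1 array left out at a time the share was 74.6 to 93.2%. Of the 164 genes that fell after BITC, 152 also fell after SF, 92.7% (87.6 to 95.8; 3.85 by chance). Over all genes the 2 log2 changes had a correlation of 0.553 and a covariance of 0.0845, and BITC followed SF with a slope of 0.333. Both changes share the same 3 mock arrays: simulated groups without any change gave a mean correlation of 0.499 and a covariance of 0.0199, but a mean of 0.0100 genes rising in both, at most 1. Over the genes called after BITC, the median rise was 1.98, 1.39 and 1.75 on its 3 arrays, so BITC 2 was the weakest for rises. The median fall was -1.36, -1.39 and -1.45, so BITC 1 was the weakest for falls. From the share of BITC genes that SF also induced, the paper proposes that BITC sets off a response of the same kind at lower strength.

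**Figure D2:**
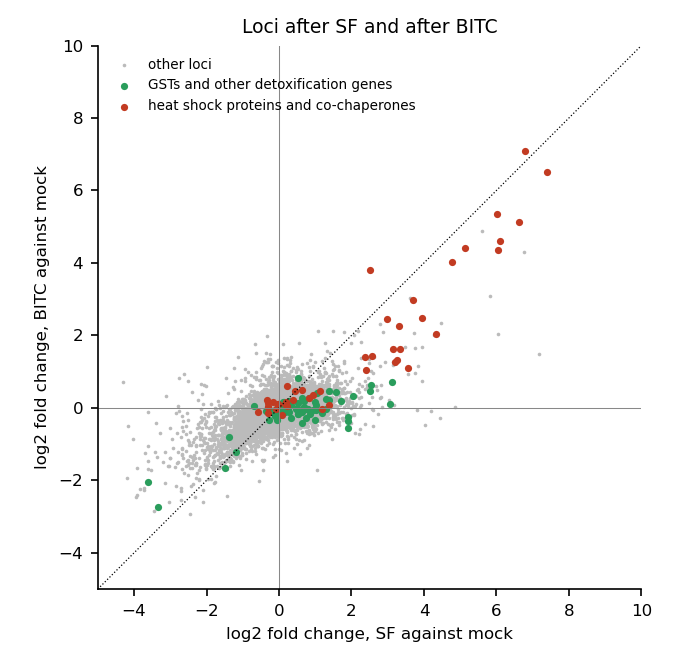
Log2 fold change against mock after SF (horizontal) and after BITC (vertical), one point per gene, with heat shock and detoxification genes in colour and equal change as the dotted line. Most heat shock genes that rise lie below that line, with HSP18.2 and ATHSP22.0 above it, and no detoxification gene is called up after BITC.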

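AT1G65570, for which the files give no function, fell by 3.41 after PGA1 (SE 0.33, adjusted p = 0.00014) with 3 arrays per group, and stood at -0.73 after SF and -1.05 after BITC (SE 0.33 each, adjusted p = 0.23 and 0.27). AT1G03700, which encodes the CASP-like membrane protein CASPL1C2, rose by 2.75 after PGA1 (SE 0.26, adjusted p = 0.00010) and was lower after SF than after PGA1, with a difference of -2.28 (95% confidence interval -2.84 to -1.72, adjusted p = 0.00094). AT4G18450, a gene of the ERF family, rose by 2.52 after PGA1 (SE 0.34, adjusted p = 0.0013), and stood at -0.56 after SF and -0.21 after BITC (SE 0.34 each, adjusted p = 0.39 and 1.0). HSP70b, a heat-inducible cytosolic HSP70, rose by 4.78 after SF, 4.02 after BITC and 6.45 after PGA1 (SE 0.45 each, adjusted p = 6.6e-05, 0.0015 and 1.7e-05), and its difference between SF and PGA1 was -1.67 (-2.67 to -0.67, adjusted p = 0.12). Of the 68 genes that rose after BITC, 55 also rose after PGA1, 80.9% (95% confidence interval 70.0 to 88.5; 1.19 by chance). Of the 492 that rose after SF, 279 did, 56.7% (52.3 to 61.0; 8.64 by chance). Among falls the shared genes were 98 of 164 for BITC, 59.8%, and 200 of 596 for SF, 33.6%. All 3 compounds raised 53 genes and lowered 95, against 0.0231 and 0.0348 by chance. The shared falls were 62 without mock 1 and 57 without BITC 1, BITC 2 or BITC 3. The log2 changes of all genes correlated at 0.770 between SF and PGA1 and at 0.444 between BITC and PGA1. Groups simulated without change against the same mock arrays gave a mean of 0.499, above the second value, so that correlation alone shows no likeness. The covariances were 0.176 and 0.0611, where the highest of the simulated groups was 0.0218. PGA1 was used at 75 μM and the isothiocyanates at 100 μM by the paper's account, by which these counts compare different doses. The sample labels give 75 μM for each compound. Directly, 54 genes were higher and 238 lower after SF than after PGA1, the latter 156 without PGA1 1, and the series matrix split them 31 to 340 under a median shift of -0.20. BITC exceeded PGA1 in 98 genes and fell short in 434. The 98 became 31, 52 and 50 without BITC 1, 2 and 3, and 29, 52 and 268 without PGA1 1, 2 and 3. The 434 became 265 without PGA1 1. With the slide as a block the counts were 49 and 226 for SF against PGA1, and 74 and 411 for BITC against PGA1.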

We observed that PGA_1_, which is structurally different to isothiocyanates, induces 54 and 81% of the genes that are up-regulated by BITC and SF, respectively.

**FIGURE 2:**
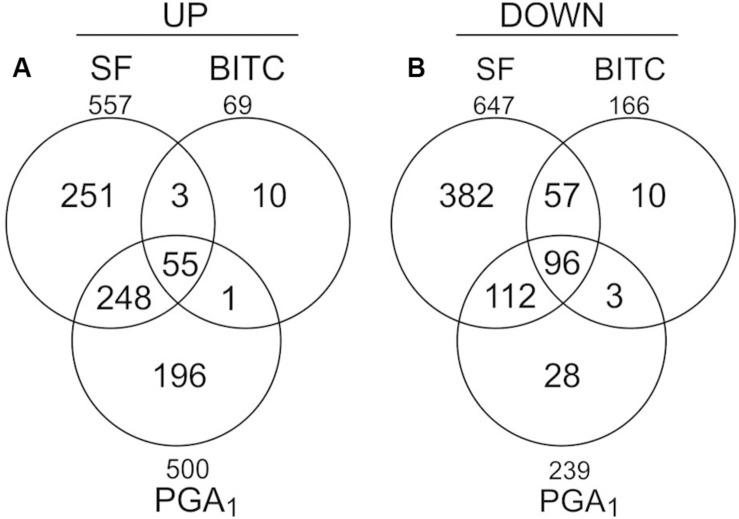
Gene regulation in response to SF, BITC, and PGA_1_ in Arabidopsis seedlings grown in liquid culture. Overlaps of genes up-regulated (fold change ≥ 2), **(A)** or down-regulated (fold change ≤ 0.5), **(B)** in treatments with SF (100 μM), BITC (100 μM), or PGA (75 μM) for 4 h relative to controls.

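Of the genes of root hair cells, 7, 2 and 6 of 10 measured members fell after SF, BITC and PGA1 respectively, with 3 arrays per group. SHV2, a COBRA-like gene needed for hair growth, fell by 2.81 after SF and 2.11 after PGA1 (SE 0.15 each, adjusted p = 1.2e-06 and 1.9e-05) and stood at -0.70 after BITC (SE 0.15, adjusted p = 0.056). The expansin genes EXPA7 and EXPA18, which loosen hair cell walls, fell by 2.25 after SF and 1.91 after PGA1 (SE 0.25 each, adjusted p = 0.00017 and 0.0011) and by 2.08 after SF and 2.30 after PGA1 (SE 0.23 each, adjusted p = 0.00017 and 0.00017). After BITC they stood at 0.22 (SE 0.25, adjusted p = 1.0) and -0.84 (SE 0.23, adjusted p = 0.15), and EXPA18 would be called after BITC without mock 3 (adjusted p = 0.045). RSL4, the transcription factor that drives hair elongation, fell by 1.28 after SF (SE 0.18, adjusted p = 0.00086) and stood at 0.037 after BITC and -0.68 after PGA1 (SE 0.18 each, adjusted p = 1.0 and 0.053). The wall protein gene PRP1 fell by 2.28 after SF, 1.52 after BITC and 2.12 after PGA1 (SE 0.24 each, adjusted p = 0.00014, 0.012 and 0.00046), with the BITC call lost without BITC 3 (adjusted p = 0.058). The wall-remodelling gene XTH13 lay below background after SF and was at least 2.44-fold lower than in mock (adjusted p = 0.00063). It fell by 1.04 after BITC (SE 0.17, adjusted p = 0.015), a call lost without mock 1 (adjusted p = 0.065), mock 2 (adjusted p = 0.054), BITC 1 (adjusted p = 0.072) or BITC 2 (adjusted p = 0.052). The difference of SF from BITC was -2.11 (95% confidence interval -2.45 to -1.78, adjusted p = 2.5e-05) in SHV2, -2.47 (-3.02 to -1.92, adjusted p = 0.00024) in EXPA7 and -1.32 (-1.72 to -0.92, adjusted p = 0.0016) in RSL4. The list's median change was -1.45, -0.81 and -1.32, down within each slide (-1.96, -1.61 and -1.14 after SF, -1.08, -0.89 and -0.53 after BITC and -1.72, -1.46 and -0.89 after PGA1). Camera gave adjusted p = 8.2e-19, 4.6e-10 and 3.7e-18, and 0.072, 0.12 and 0.072 with an estimated correlation. Adjusted over the list alone, 7, 4 and 6 members fell. The BITC count of 2 became 1 without mock 1, mock 2, BITC 1, BITC 2 or BITC 3 and 4 without mock 3. Outside the lists, the P450 gene CYP702A5 fell by 3.93 after SF, 2.41 after BITC and 3.22 after PGA1 (SE 0.34 each, adjusted p = 3.5e-05, 0.0063 and 0.00027) and DGR1 by 2.71 after SF, 2.29 after BITC and 2.41 after PGA1 (SE 0.24 each, adjusted p = 3.8e-05, 0.00087 and 0.00016).

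**Figure D3:**
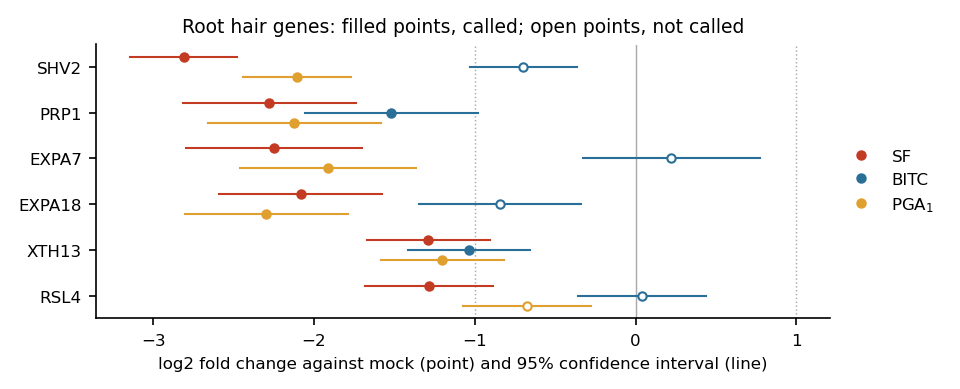
Points are the log2 fold change against mock and lines its 95% confidence interval for 6 genes of root hair cells after SF, BITC and PGA1, filled where called. The SF and PGA1 points lie to the left of the BITC point.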

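Among the 22 measured genes of aliphatic glucosinolate synthesis, 5, 3 and 2 fell after SF, BITC and PGA1, and 1 rose after each (3 arrays per group; the same counts adjusted over the list alone). IMS2, which acts in methionine chain elongation, fell by 1.85 after SF, 1.64 after BITC and 1.36 after PGA1 (SE 0.18 each, adjusted p = 8.2e-05, 0.0012 and 0.0013), and the difference of SF from BITC was -0.20 (95% confidence interval -0.60 to 0.20, adjusted p = 0.56). CYP79F2, which opens the core pathway, fell by 1.42 after SF (SE 0.20, adjusted p = 0.00087) and stood at -0.86 after BITC and -0.85 after PGA1 (SE 0.20 each, adjusted p = 0.076 and 0.030). It would be called after BITC without mock 2 (adjusted p = 0.027) and after PGA1 without mock 2 (adjusted p = 0.0086). The plastid transporter gene BAT5 fell by 1.15 after SF and 1.05 after BITC (SE 0.15 each, adjusted p = 0.00043 and 0.0056), the BITC call being lost without mock 3 (log2 change -0.99) or BITC 2 (log2 change -0.98). FMO GS-OX4, which oxidizes the side chain at the end of the pathway, rose by 1.78 after SF, 1.23 after BITC and 1.58 after PGA1 (SE 0.12 each, adjusted p = 5.6e-06, 0.00056 and 2.7e-05). The list's median change was -0.74, -0.44 and -0.67, and camera gave adjusted p = 8.5e-06, 1.9e-11 and 2.1e-06, and 0.22, 0.12 and 0.21 with an estimated correlation. The falls after SF became 10 without mock 2, 3 without mock 3 and 9 without SF 3, those after BITC 1 without mock 3, and those after PGA1 1 without mock 1, mock 3, PGA1 1 or PGA1 3 and 6 without mock 2. None of the 9 indolic synthesis genes and none of the 8 genes of glucosinolate breakdown was called by limma for any compound (0 called, also adjusted over the list alone). At an unadjusted p under 0.05, 2, 0 and 3 indolic genes lay above mock and 3, 1 and 2 below after SF, BITC and PGA1. For breakdown genes the numbers were 1, 0 and 2 and 2, 0 and 2. Examples are MYB34, an activator of indolic synthesis, at -0.64 after SF (SE 0.13, adjusted p = 0.0097), CYP81F2, which modifies indolic products, at 0.55 after SF (SE 0.10, adjusted p = 0.0056), and the myrosinase genes TGG1 and TGG2 at -0.40 after SF (SE 0.25, adjusted p = 0.40) and -0.46 after SF (SE 0.21, adjusted p = 0.23). The indolic list had medians of -0.22, 0.014 and -0.12 (camera adjusted p = 0.69, 0.96 and 0.96). After BITC its median was -0.090 (0.10 less the shift of all genes) with the series matrix, the mean was -0.0018, and after PGA1 camera ranked the list upward against a median below 0. The breakdown list had medians of -0.23, -0.054 and -0.17 (camera adjusted p = 0.77, 0.89 and 0.72), with camera upward after BITC against a mean of -0.0057.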

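Of the 25 genes in the paper's table of largest SF rises, 24 could be measured and 24 rose after SF, 19 after BITC and 21 after PGA1 (3 arrays per group). HSP26.5 rose by 7.40 after SF, 6.52 after BITC and 9.40 after PGA1 (SE 0.43 each, adjusted p = 2.3e-06, 2.7e-05 and 8.3e-07), the plastid chaperone HSP21 by 6.61 after SF, 5.12 after BITC and 6.22 after PGA1 (SE 0.44 each, adjusted p = 5.6e-06, 0.00022 and 1.8e-05) and HSP17.6A by 6.03 after SF, 4.37 after BITC and 6.05 after PGA1 (SE 0.26 each, adjusted p = 3.3e-07, 9.3e-06 and 4.8e-07). The difference of SF from BITC was 0.88 (95% confidence interval -0.073 to 1.83, adjusted p = 0.25) for HSP26.5, 1.49 (0.51 to 2.47, adjusted p = 0.077) for HSP21 and 1.66 (1.10 to 2.23, adjusted p = 0.0031) for HSP17.6A. Among the 19 heat-marked genes, 19 rose after SF, 17 after BITC and 19 after PGA1, and 17 rose after both BITC and PGA1. The 2 heat-marked exceptions were not called after BITC. AT1G71000 stood at 0.74 after BITC (SE 0.42, adjusted p = 0.86), and the RNA-binding protein gene AT5G53680 was at least 2.08-fold above a mock signal below background (adjusted p = 0.16), which would be called without BITC 2 (adjusted p = 0.0024). Both rose after SF and PGA1. AT5G53680 was at least 9.94-fold and 10.6-fold above a mock signal below background (adjusted p = 0.00028 and 0.00049), and AT1G71000 rose by 3.93 after SF and 3.34 after PGA1 (SE 0.42 each, adjusted p = 0.00014 and 0.00088). Of the 5 measured genes without the mark, 2 rose after both BITC and PGA1. The defensin-like gene AT4G11393 was at least 18.9-fold above a mock signal below background after SF (adjusted p = 2.5e-09), and lay below background after BITC and PGA1. AT2G36255, also defensin-like, rose by 4.43 after SF (SE 0.26, adjusted p = 2.2e-06) from a mock signal well above background on 1 of 3 arrays. It stood at 0.41 after PGA1 (SE 0.26, adjusted p = 0.37) and lay below background on the BITC arrays. In the ranking of measured genes, 23 of the 24 were among the 25 largest SF rises. The paper chose this table from the same arrays, so the SF counts are not independent evidence. For the table as a list the median changes were 4.99, 2.76 and 4.44, and for its heat-marked genes 5.13, 4.02 and 4.77. Adjusted over the list alone, 24, 20 and 21 and 19, 18 and 19 rose.

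**Figure D4:**
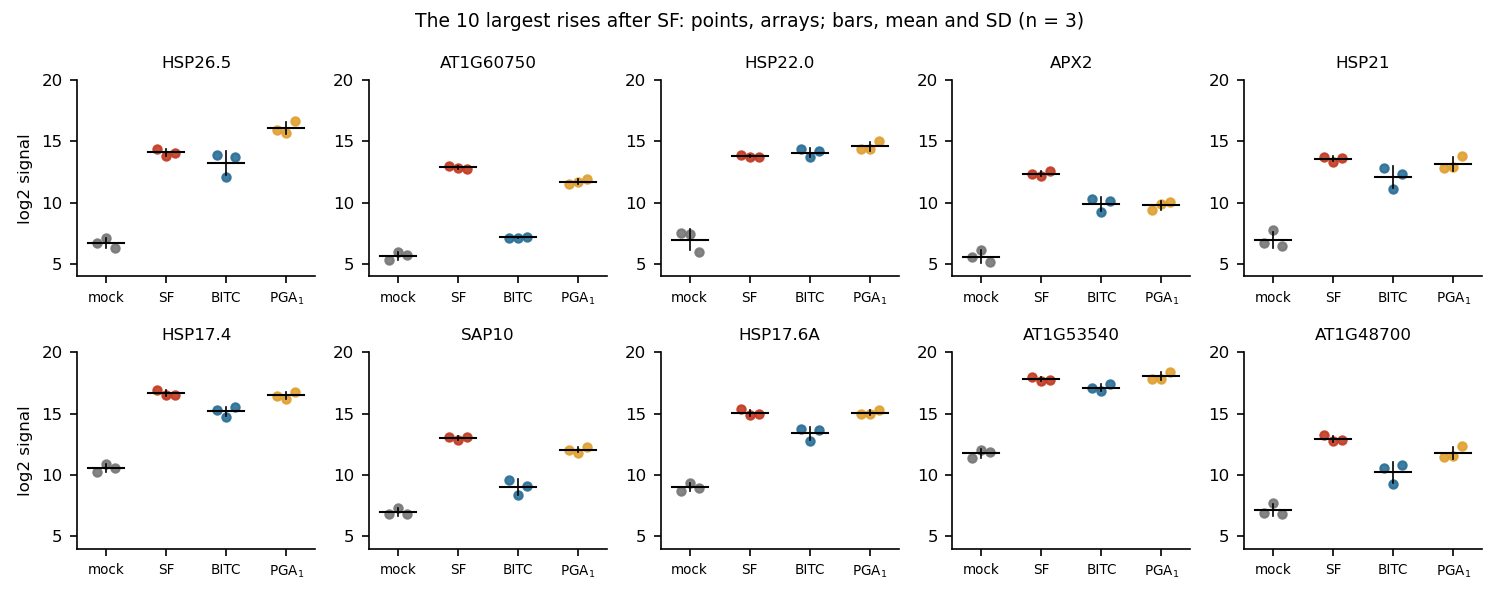
Log2 signal of single arrays (points) by group for the 10 largest SF rises, one panel per gene, with mean and SD as bars. Every treated array lies above the 3 mock arrays in these panels. For SF this separation was a condition of choosing the genes.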

When inspecting the 25 most strongly SF-induced genes (Table 1), 19 genes are involved in the GO biological process “response to heat” (using the PlantGSEA tool; Yi et al., 2013) and 17 of these genes were also found to be upregulated by BITC and PGA_1_. Notably, most of the listed heat responsive genes were also known to be responsive to H_2_O_2_ (Table 1).

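Of the 10 measured genes on the fixed oxidative stress list, 4, 1 and 3 rose after SF, BITC and PGA1 (3 arrays per group; the same counts adjusted over the list alone), and none fell. APX2, a cytosolic ascorbate peroxidase that removes hydrogen peroxide, rose by 6.75 after SF, 4.29 after BITC and 4.19 after PGA1 (SE 0.31 each, adjusted p = 4.6e-07, 5.0e-05 and 2.1e-05) from a mock signal well above background on 1 of 3 arrays. MBF1C, a transcriptional coactivator of heat and oxidative responses, rose by 2.79 after SF and 2.56 after PGA1 (SE 0.20 each, adjusted p = 8.5e-06 and 3.1e-05) and stood at 0.28 after BITC (SE 0.20, adjusted p = 0.98). The zinc finger gene RHL41, also called ZAT12, rose by 1.35 after SF and 1.85 after PGA1 (SE 0.20 each, adjusted p = 0.0013 and 0.00030) and stood at 0.22 after BITC (SE 0.20, adjusted p = 1.0). The alternative oxidase gene AOX1D rose by 1.12 after SF (SE 0.30, adjusted p = 0.041), a call lost without mock 1 (adjusted p = 0.14), mock 3 (adjusted p = 0.13), SF 1 (adjusted p = 0.099), SF 2 (adjusted p = 0.11) or SF 3 (adjusted p = 0.091), and with the slide as a block (the same change, adjusted p = 0.060). SF exceeded BITC by 2.46 (95% confidence interval 1.78 to 3.13, adjusted p = 0.00097) in APX2, by 2.51 (2.06 to 2.95, adjusted p = 5.0e-05) in MBF1C and by 1.12 (0.68 to 1.56, adjusted p = 0.0074) in RHL41. The list's median change was 0.46, -0.030 and 0.58 and its mean 1.26, 0.40 and 1.00. Camera ranked the list upward with adjusted p = 2.7e-09, 0.0086 and 1.9e-08, and 0.13, 0.63 and 0.16 with an estimated correlation. After BITC the sign of the median differs from that of the mean and the test, and the median was 0.051 with the processed signal scaled to its 75th percentile. The BITC test became 0.080 without mock 1 and 0.13 without mock 3. Within slides the SF median was 0.83, 0.041 and 0.66 and the PGA1 median 0.69, -0.0051 and 0.91.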

**TABLE 1:** List of the 25 most strongly upregulated genes after SF treatment. For comparison, fold-changes (FC) in expression of these genes by BITC and PGA_1_ after 4 h as well as AITC after 9 h (Kissen et al., 2016) are shown.

			SF 100 μM	BITC 100 μM	PGA_1_ 75 μM	AITC vapor	Heat	H_2_O_2_
Locus	Description	Gene name	FC	FC	FC			
AT1G52560	HSP20-like chaperones superfamily protein		168	92	672	1779	•	•
AT1G60750	NAD(P)-linked oxidoreductase superfamily protein		147	3	66	10		
AT4G10250	HSP20-like chaperones superfamily protein	ATHSP22.0	110	136	193	978	•	•
AT3G09640	Ascorbate peroxidase 2	APX1B, APX2	108	20	18	1547	•	•
AT4G27670	Heat shock protein 21	HSP21	98	35	75	3053	•	•
AT3G46230	Heat shock protein 17.4	HSP17.4	68	24	60	960	•	
AT4G25380	Stress-associated protein 10	SAP10	66	4	34	140	•	•
AT5G12030	Heat shock protein 17.6A	HSP17.6A	65	21	66	772	•	•
AT1G53540	HSP20-like chaperones superfamily protein		65	40	76	2798	•	•
AT1G48700	2-oxoglutarate and Fe(II)-dependent oxygenase superfamily protein		56	8	25	18		
AT5G07330	Unknown protein		49	29	15	106	•	•
AT5G12020	17.6 kDa class II heat shock protein	HSP17.6II	35	21	41	1150	•	•
AT4G11393	Defensin-like (DEFL) family protein	DEFL202	29	–	–	–		
AT1G16030	Heat shock protein 70B	HSP70b	27	16	87	155	•	•
AT1G72660	P-loop containing nucleoside triphosphate hydrolases superfamily		22	5	6	261	•	•
AT2G36255	Defensin-like (DEFL) family protein		22	–	–	–		
AT2G32120	Heat-shock protein 70T-2	HSP70T-2	20	4	12	165	•	•
AT1G03070	Bax inhibitor-1 family protein	LFG4	20	4	18	298	•	•
AT1G07500	Unknown protein		19	3	4	181		
AT4G33020	ZIP metal ion transporter family	ZIP9	16	–	–	–		
AT5G53680	RNA-binding (RRM/RBD/RNP motifs) family protein		15	–	–	71	•	•
AT1G74310	Heat shock protein 101	HSP101	15	6	27	59	•	•
AT1G71000	Chaperone DnaJ-domain superfamily protein		15	–	–	408	•	•
AT4G21320	Aldolase-type TIM barrel family protein	HSA32	14	9	9	102	•	•
AT2G26150	Heat shock transcription factor A2	HSFA2	14	2	9	719	•	•

**SF, BITC, and PGA_1_ were dissolved into the liquid growth medium of the seedlings while AITC was applied to seedlings grown on petri dishes as a vapor (from a 50 mM AITC solution in vegetable oil). Only FC values determined with an adjusted p ≤ 0.05 were considered. Genes that are involved in the GO biological processes “response to heat” and “response to H_2_O_2_*” *using the PlantGSEA tool (Yi et al., 2013) are indicated with a black dot.**

Previously it has been shown that genes responsive to heat were strongly induced through HSFA1 by structurally different RES species such as the oxylipins 12-oxo-phytodienoic acid and PGA_1_ (Muench et al., 2016) as well as 2-hexenal (Yamauchi et al., 2015). HSFs/HSPs have also been found to belong to the most highly induced genes at 9 h treatment with AITC vapor (Kissen et al., 2016). Although the AITC treatment dose and the exposure time were very different to our experimental conditions, we added the published AITC data to Table 1.

Out of the most strongly SF-induced genes, 22 genes (88%, including all heat responsive genes) were also induced by AITC. Notably, induction of heat responsive genes by AITC was often more than 10-fold stronger than after treatment with SF, BITC, or PGA_1_ (Table 1) which might be due to structural differences, higher dosage or longer exposure time. Stronger response to AITC is also reflected by the absolute number of genes induced after 9 h AITC vapor treatment (2352 genes) compared to 407 nmol g^–1^ FW SF treatment for 4 h (557 genes) (Supplementary Data, Figure S1). The core set of genes induced by SF, BITC, PGA_1_, and AITC included 42 genes of which 28 (67%) were heat responsive genes (Supplementary Data, Table S3). Hence, induction of heat shock responsive genes appears to be common and most strongly affected after treatment with structurally different RES. However, a considerable number of genes was not induced by any of the other RES-treatments: SF (125 genes, 22%), BITC (10 genes, 14%), PGA_1_ (143 genes, 28%) and AITC (1970 genes, 85%). This suggests that structurally different RES induce a set of common genes but also genes that are RES-specific and dependent on the structure (Supplementary Data, Figure S1).

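Of the 42 genes in the paper's common set, 41 were measured, and 41 rose after SF, 40 after BITC and 41 after PGA1 (3 arrays per group), with 40 rising after all 3. The exception was BAG6, a co-chaperone of the BAG family, which rose by 3.21 after SF and 3.49 after PGA1 (SE 0.31 each, adjusted p = 6.7e-05 and 7.0e-05) but stood at 1.27 after BITC (SE 0.31, adjusted p = 0.093). It would be called after BITC without BITC 2 (adjusted p = 0.024). HSP17.6II rose by 5.13 after SF, 4.41 after BITC and 5.38 after PGA1 (SE 0.25 each, adjusted p = 6.4e-07, 8.2e-06 and 8.3e-07), and the difference of SF from BITC was 0.72 (95% confidence interval 0.17 to 1.28, adjusted p = 0.12). AT1G54050, a further small heat shock protein gene, rose by 2.56 after SF, 1.43 after BITC and 3.28 after PGA1 (SE 0.22 each, adjusted p = 2.9e-05, 0.0086 and 1.1e-05). HSP23.6-MITO, a mitochondrial small heat shock protein gene, rose by 3.30 after SF, 2.27 after BITC and 2.40 after PGA1 (SE 0.31 each, adjusted p = 5.3e-05, 0.0046 and 0.00092), a difference of SF from BITC of 1.03 (0.36 to 1.70, adjusted p = 0.074) that would be called with the slide as a block (the same change, adjusted p = 0.048). The median changes of the set were 3.61, 2.12 and 3.50, and adjusted over the list alone 41, 41 and 41 members rose. SF exceeded BITC in 20 of the 41 genes and fell short in 1, with a median difference of 1.06. The paper selected this set partly from these arrays, so its counts are not independent evidence. The AITC data that also define it are not used here.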

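Small heat shock protein genes, whose products hold unfolding proteins in solution, rose in 16, 13 and 16 of 18 measured members after SF, BITC and PGA1 (3 arrays per group), and none fell. AT1G53540 rose by 6.03 after SF, 5.34 after BITC and 6.26 after PGA1 (SE 0.22 each, adjusted p = 9.8e-08, 1.4e-06 and 1.2e-07), with a difference of SF from BITC of 0.69 (95% confidence interval 0.21 to 1.17, adjusted p = 0.093). AT5G37670 rose by 3.56 after SF and 2.78 after PGA1 (SE 0.27 each, adjusted p = 1.1e-05 and 0.00013) and stood at 1.09 after BITC (SE 0.27, adjusted p = 0.096), where it would be called without BITC 2 (adjusted p = 0.025) or with the slide as a block (the same change, adjusted p = 0.037). SF exceeded BITC there by 2.47 (1.89 to 3.06, adjusted p = 0.00038). AT2G29500 rose by 3.70 after SF, 2.99 after BITC and 3.64 after PGA1 (SE 0.17 each, adjusted p = 4.6e-07, 8.2e-06 and 8.3e-07), a difference of 0.71 (0.34 to 1.08, adjusted p = 0.032). Of 27 genes for HSP70, HSP90, HSP100 and their co-chaperones, 9, 5 and 8 rose and none fell. HSP101, the disaggregase needed for thermotolerance, rose by 3.94 after SF, 2.49 after BITC and 4.77 after PGA1 (SE 0.36 each, adjusted p = 4.7e-05, 0.0064 and 2.4e-05), HSP70T-2 by 4.34 after SF, 2.05 after BITC and 3.64 after PGA1 (SE 0.28 each, adjusted p = 5.0e-06, 0.0056 and 3.0e-05) and the co-chaperone Hop3 by 2.99 after SF, 2.47 after BITC and 2.67 after PGA1 (SE 0.38 each, adjusted p = 0.00042, 0.0092 and 0.0018). With the compared arrays alone in the fit, the BITC calls of HSP101 and HSP70T-2 were lost (adjusted p = 0.051 each). So was that of a further gene, HSP70 (adjusted p = 0.081). In HSP70T-2 SF exceeded BITC by 2.29 (1.67 to 2.92, adjusted p = 0.00094), and for Hop3 the difference was 0.53 (-0.31 to 1.36, adjusted p = 0.45). The median change of the small heat shock list was 3.45, 2.63 and 3.67 (camera adjusted p = 1.1e-112, 8.1e-186 and 7.8e-158, and 0.072, 0.072 and 0.072 with an estimated correlation). For the larger chaperones it was 0.39, 0.28 and 0.18 (adjusted p = 9.4e-11, 1.8e-15 and 2.5e-10, and 0.34, 0.19 and 0.51 with an estimated correlation). Adjusted over the list alone, 16, 14 and 16 and 9, 8 and 8 members rose. Between SF and BITC camera gave adjusted p = 1.7e-11 for the small heat shock list and 0.043 for the larger chaperones, and 0.34 and 0.83 with an estimated correlation. On the list for the unfolded protein response of the ER, 2 of 16 members rose after SF, and limma called 0 after BITC and after PGA1, where 0 and 4 members lay above mock at an unadjusted p under 0.05 (the same counts adjusted over the list alone). ATERDJ3A rose by 1.27 after SF (SE 0.19, adjusted p = 0.0012), and the luminal HSP70 gene BIP3 by 1.17 after SF (SE 0.28, adjusted p = 0.022), the latter call being lost without mock 1 (adjusted p = 0.065), mock 2 (adjusted p = 0.067) or SF 1 (adjusted p = 0.093). The SF count of 2 became 1 without mock 1, mock 2 or SF 1. That list's median was -0.050, 0.020 and -0.18 (camera adjusted p = 0.69, 0.55 and 0.72), against a mean of 0.047 after SF, and the BITC median was -0.11 (0.087 less the shift of all genes) with the series matrix. Over the 24 lists and 3 compounds, 33 of 72 camera tests passed, and 0 passed with an estimated correlation.

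**Figure D5:**
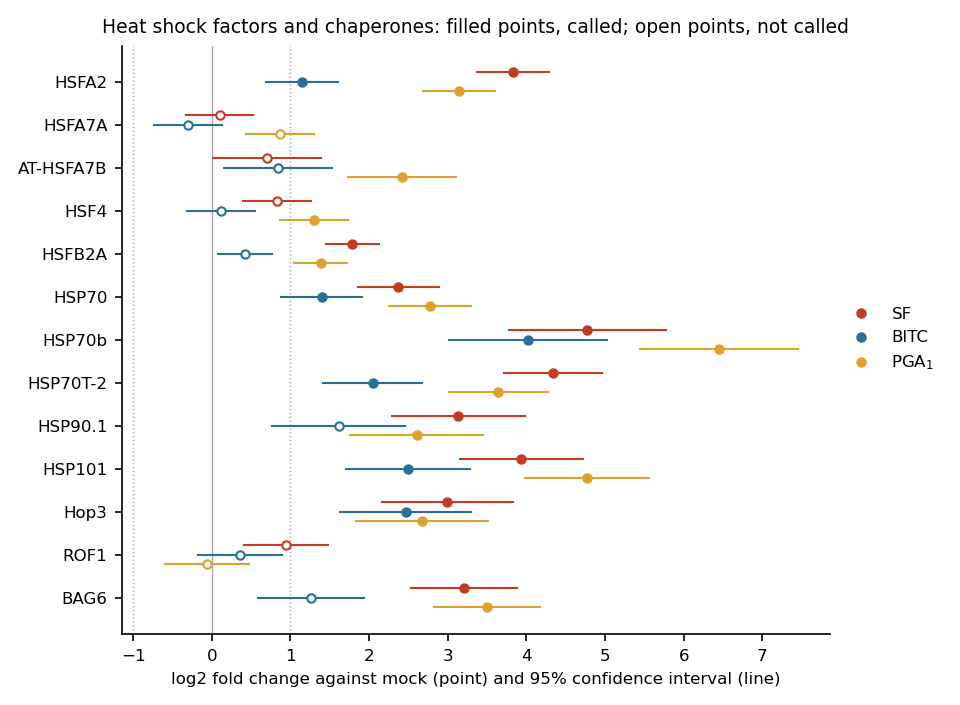
Horizontal axis, log2 fold change against mock with its 95% confidence interval, for heat shock factors and for HSP70, HSP90, HSP100 and co-chaperone genes after SF, BITC and PGA1, filled where called. Among the factors HSFA2 alone is filled for the 3 compounds.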

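ZIP9, a zinc uptake transporter, rose by 4.02 after SF (SE 0.27, adjusted p = 5.6e-06) and stood at -0.48 after BITC and -0.34 after PGA1 (SE 0.27 each, adjusted p = 0.85 and 0.49), with 3 arrays per group. The transporter gene IRT3 rose by 2.07 after SF (SE 0.13, adjusted p = 4.8e-06) and stood at -0.17 after BITC and 0.87 after PGA1 (SE 0.13 each, adjusted p = 0.99 and 0.0029). SF exceeded BITC by 2.24 (95% confidence interval 1.95 to 2.53, adjusted p = 6.2e-06) and PGA1 by 1.19 (0.90 to 1.49, adjusted p = 0.00094). ZIP9 was higher after SF than after BITC by 4.50 (3.91 to 5.10, adjusted p = 6.2e-06) and than after PGA1 by 4.36 (3.76 to 4.96, adjusted p = 2.9e-05). Outside the fixed list, the metal transporter gene MTPA1 was at least 11.8-fold above a mock signal below background after SF (adjusted p = 7.2e-07). Of 9 zinc deficiency genes, 2 rose after SF and limma called 0 after BITC and after PGA1, where 0 and 1 lay above mock at an unadjusted p under 0.05. The sulfur deficiency genes LSU1 and BGLU28 rose by 1.45 after SF (SE 0.19, adjusted p = 0.00051) and 1.59 after SF (SE 0.27, adjusted p = 0.0030), and after BITC they stood at -0.85 and 0.25 (adjusted p = 0.062 and 1.0). LSU1 was higher after SF than after BITC by 2.30 (1.88 to 2.72, adjusted p = 5.7e-05). LSU2 and ATSDI1 also rose, by 1.01 after SF (SE 0.17, adjusted p = 0.0030) and 1.15 after SF (SE 0.24, adjusted p = 0.0096), calls lost without mock 2 (log2 change 0.89), mock 3 (log2 change 0.95) or SF 2 (log2 change 0.93) for LSU2 and without mock 2 (log2 change 0.95) for ATSDI1. In that list 4 of 17 rose after SF, and 2 without mock 2. There limma called 0 after BITC and PGA1, with 4 and 2 below mock at an unadjusted p under 0.05. The PGA1 falls became 1 without mock 3 or PGA1 1. On the iron deficiency list the uptake genes IRT1 and FRO2 fell after SF, IRT1 by at least 3.76-fold to below background (adjusted p = 0.011) and FRO2 by 1.72 after SF (SE 0.27, adjusted p = 0.0019), while the regulator bHLH39 rose by 1.32 after SF (SE 0.28, adjusted p = 0.013), a call lost without mock 1 (adjusted p = 0.054), SF 1 (adjusted p = 0.054) or SF 2 (adjusted p = 0.052). Of its 11 genes, 1 rose and 2 fell after SF, 0 were called after BITC (3 below mock at an unadjusted p under 0.05), and 1 rose and 1 fell after PGA1. The iron rises became 0 without mock 1, SF 1 or SF 2 for SF and 0 without mock 1, mock 2, mock 3, PGA1 1, PGA1 2 or PGA1 3 for PGA1, and the falls 2 without mock 1 for BITC and 2 without mock 1 for PGA1, and the PGA1 rises were 0 with the slide as a block. Median changes were 0.34, -0.13 and 0.024 for zinc, 0.51, -0.26 and 0.13 for sulfur and -0.43, -0.0094 and -0.33 for iron genes. The zinc median after SF is the value of ZIP12, which lay below background on all arrays, and over the 7 members well above background on every array it was 0.13. The zinc median after PGA1 was -0.090 (0.043 less the shift of all genes) with the series matrix, and after SF 0.54 with the processed signal scaled to its 75th percentile and 0.18 with normexp. Camera gave adjusted p = 2.9e-06, 0.15 and 0.69 for zinc, 0.00023, 0.00014 and 0.64 for sulfur and 0.083, 0.098 and 0.13 for iron, and with an estimated correlation 0.072, 0.24 and 0.80, 0.16, 0.12 and 0.73 and 0.54, 0.61 and 0.60. The iron tests changed with single arrays, to 0.0095 without mock 1 for SF, 0.0036 without mock 1 and 0.00034 without BITC 3 for BITC and 0.027 without mock 1 for PGA1. Adjusted over the list alone, the counts were the same except for 2 iron genes falling after BITC. Genes called up after 1 compound alone numbered 210 for SF, 10 for BITC and 165 for PGA1. Tested directly, 30 of the SF genes, 2 of the BITC genes and 38 of the PGA1 genes also exceeded both other compounds. For the 339, 9 and 27 genes called down after 1 compound these were 71, 1 and 4.

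**Figure D6:**
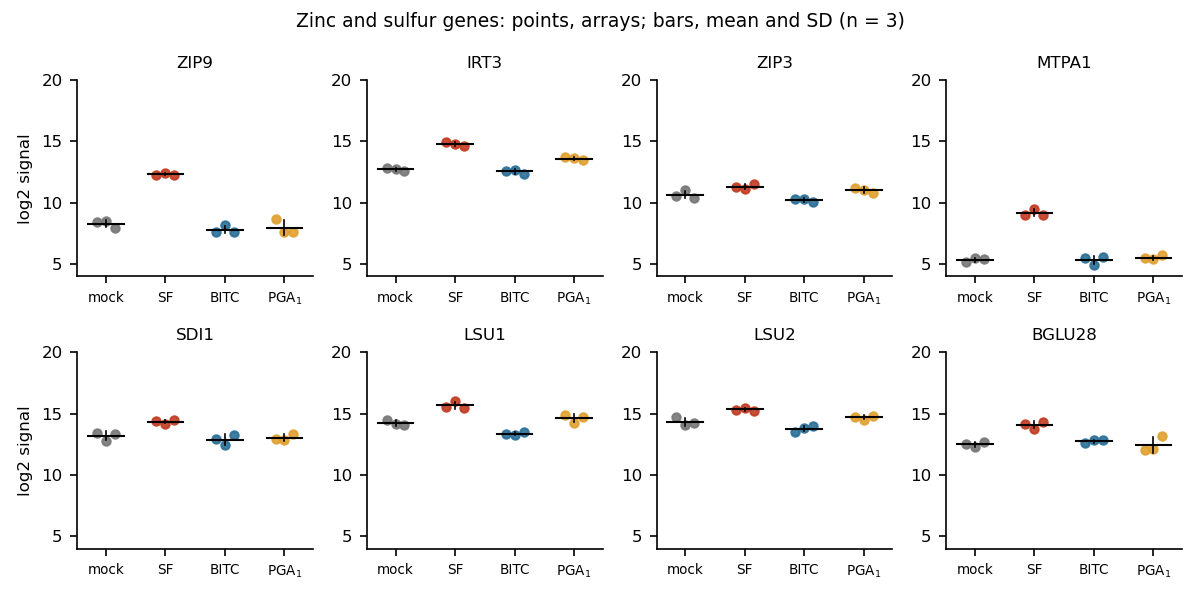
Log2 signal of single arrays by group for 3 zinc deficiency genes, MTPA1 and 4 sulfur deficiency genes, one panel per gene, with mean and SD as bars. ZIP9 and MTPA1 stand furthest from mock after SF.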

### Wound-Induced Glucosinolate Breakdown Triggers Gene Induction

A major glucosinolate breakdown product in Arabidopsis Col-0 leaves besides nitriles is SF (Wittstock et al., 2016). Since exogenously administered SF can act as a signal at low concentrations and is toxic at high concentrations (Andersson et al., 2015) we first determined endogenous SF levels in Arabidopsis seedlings and plants. As shown in Figure 3A, we could detect SF in apparently undamaged seedlings and plants grown under optimal conditions. Endogenous levels of SF were around 0.5 nmol g^–1^ FW in seedlings cultured in liquid medium and up to approximately 3 nmol g^–1^ FW in leaves of soil-grown plants (Figure 3A). To determine endogenous SF levels after partial leaf damage by wounding, leaves from 6-week old plants were wounded three times with forceps over the leaf lamina. This treatment led to an accumulation of SF of up to 50 nmol g^–1^ FW corresponding to an average concentration in the wounded leaves of about 50 μM (Figure 3B) in wild type plants. Only a small part of the leaf was directly damaged while SF levels were measured in the whole leave. As expected, the myrosinase deficient double mutant *tgg1 tgg2* was not able to accumulate SF. Notably, SF is expected to accumulate at the wound site close to the midrib and, hence, the SF concentration near the midrib likely reaches much higher concentrations than the levels determined in extracts from whole leaves.

**FIGURE 3:**
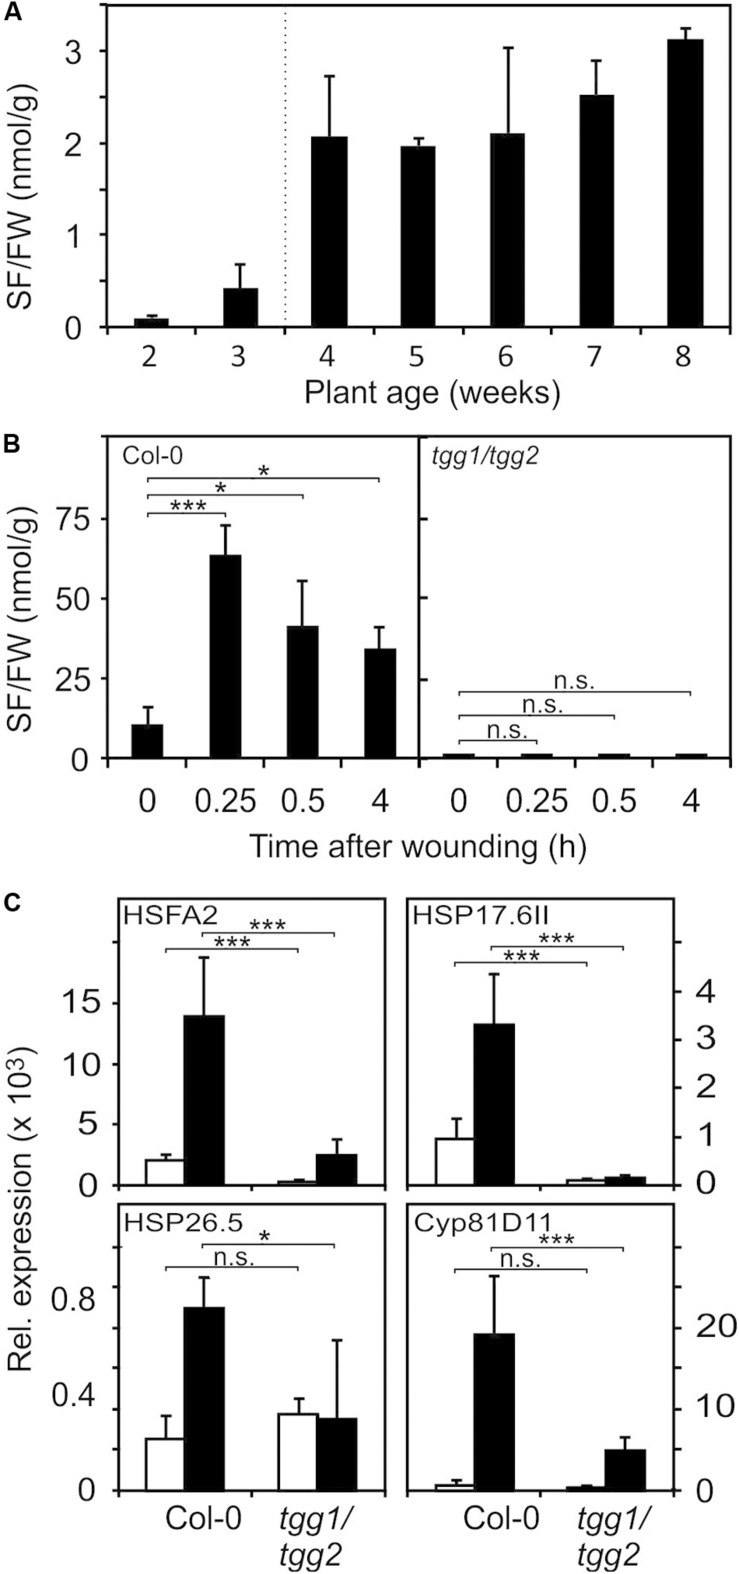
Endogenous SF levels and ITC-induced gene expression. **(A)** SF levels were determined in seedlings (each sample comprised a pool of 10 seedlings) grown in liquid MS medium (2 and 3 weeks) or leaves of plants grown on soil (4–8 weeks), data represent means ± SD, *n* = 3 biological replicates within one experiment. **(B)** Increase of SF levels in leaves of 7-week old wild-type and *tgg1/tgg2* plants grown on soil after wounding, data represent means ± SD, *n* = 4 plants. Time 0 is a no treatment control (leaves were collected and immediately shock frozen). Wounded leaves were collected from the plants after wounding at the times indicated. **(C)** Induction of RES-inducible marker genes in leaves of 6-week old wild-type and *tgg1/tgg2* plants after wounding. Gene expression was determined by RT-qPCR after 0.5 h (HSFA2, HSP17.6II, and HSP26.5) or 4 h (Cyp81D11). Values were normalized to *AtActin2/8*, data represent means ± SD, *n* = 3–6 plants. Asterisks indicate *p* ≤ 0.05 (*), and ≤ 0.005 (***).

To test whether wound-induced glucosinolate breakdown products induce transcription in wounded leaves, we determined the expression of genes known to be induced by SF and AITC as well as many RES species (Mueller et al., 2008; Kissen et al., 2016) in wild type and *tgg1 tgg2* leaves. Relative expression of HSFA2, HSP17.6II, and HSP26.5 was determined 0.5 h after wounding since these genes display a rapid and transient expression (Muench et al., 2016). Relative expression of most other genes including Cyp81D11 is often highest between 2 and 4 h after treatment. We therefore measured expression of Cyp81D11 4 h after wounding (Figure 3C). Wound-induction of the heat shock marker genes was abolished or strongly reduced in the ITC-deficient *tgg1 tgg2* line, indicating that wound-induced endogenous glucosinolate breakdown products, most likely SF and other ITCs, act as signals that modulate gene expression in wounded leaves. Interestingly, expression of the RES- and jasmonate-inducible Cyp81D11 gene was also markedly reduced in the *tgg1 tgg2* line although the jasmonate pathway is intact in this line suggesting that more than one signal can regulate that gene after wounding.

### Sulforaphane Strongly Induces Heat Shock Response Marker Genes Through HSFA1

Induction of most heat-responsive genes including the inducible transcription factors *HSFA2* and *dehydration-responsive element-binding protein 2A* (*DREB2A*) as well as *HSP101* and *HSP26.5* is dependent on the four constitutive HSFA1 transcription factors (a, b, d, and e). To compare the activation of these marker genes by moderate heat and SF, we treated seedlings with moderate heat (37°C) or SF (100 μM, corresponding to a treatment dose of 407 nmol g^–1^ FW) for 4 h. The control sample did not receive methanol. We previously tested the effect of different solvents on heat shock gene expression when studying reactive electrophiles dissolved in methanol or DMSO (Muench et al., 2016). Methanol (1%) had no significant effect on gene expression of the selected genes. In addition, we tested expression of these genes in the *hsfA1 abde* quadruple and *hsfA2* mutant plants. Since the *hsfA1* quadruple mutant was generated by crossing single mutants from the ecotype backgrounds Col-0 and Wassilewskija (WS), we used both wild types as controls (Figure 4).

**FIGURE 4:**
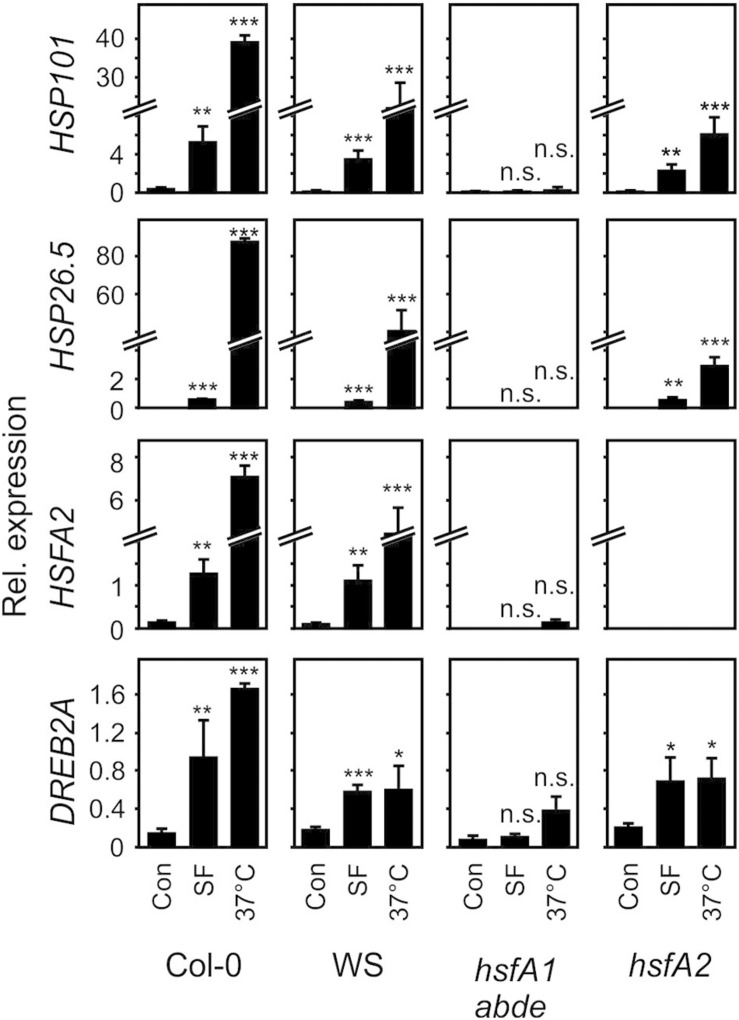
Induction of heat-responsive genes by SF and moderate heat in wild-type (Col-0, WS), *hsfA1 abde*, and *hsfA2* plants. Seedlings were treated with SF (100 μM, corresponding to a treatment dose of 407 nmol/g FW) or moderate heat (37°C) for 4 h and gene expression was analyzed by RT-qPCR. Values were normalized to *AtSAND.* Data represent means ± SD, *n* = 3 biological replicates within one experiment (each replicate comprised a pool of 10 seedlings). Asterisks indicate *p* ≤ 0.05 (*), ≤ 0.01 (**), and ≤ 0.005 (***).

In the wild types Col-0 and WS, SF-induced expression of *HSFA2*, *HSP101*, and *HSP26.5* was about 2–30% of the expression of these genes after 37°C for 4 h. Notably, HSP101 which has been shown to be essential and sufficient to establish acquired thermotolerance was strongly induced at 37°C (68-fold) and SF (15-fold) in *A. thaliana* Col-0 seedlings. The expression of the *DREB2A* gene is induced by heat shock and dehydration via *HSFA1*-dependent and -independent signaling pathways, respectively (Yoshida et al., 2011). In contrast to the other marker genes, induction of *DREB2A* by SF was more similar to the 37°C treatment in the wild types.

SF-induced expression of *HSFA2*, *HSP101*, *HSP26.5*, and *DREB2A* was strictly dependent on HSFA1 master regulator genes of the heat shock response. In addition, the inducible transcriptions factor HSFA2 was not found to be required for up-regulation of *HSP101, HSP26.5* and *DREB2A* by SF. However, HSFA2 was required for the full up-regulation of the small *HSP26.5* gene by heat. Hence, these results indicate that HSFA1s but not HSFA2 are essential for the induction of heat-responsive HSPs by SF.

### Glutathione Depletion and Glutathione Redox Potential Alterations Are Not Involved in the Regulation of the Transcriptional Response to Subtoxic Concentrations of Sulforaphane, Benzyl Isothiocyanate, and Prostaglandin A_1_

Due to their thiol reactivity, RES can deplete the cellular GSH pool in a concentration dependent manner. Thereby, the redox potential could be increased and sensed as a common signal to triggering RES-responsive genes. To test this hypothesis, we treated 10 day-old Arabidopsis seedlings with SF, BITC and PGA_1_ under treatment conditions similar to the microarray experiments and determined the GSH and the oxidized GSH (GSSG) concentration of the seedlings 4 h after the treatment. As shown in Figure 5, we observed a concentration-dependent decline of the endogenous GSH concentration. In addition, we calculated the GSH/GSSG redox potential (Queval and Noctor, 2007) from the measured endogenous GSH and GSSG levels 4 h after the treatment. However, at concentrations (75–100 μM) that triggered gene regulation, we did not observe a significant decrease of GSH or a change of the calculated redox potential.

**FIGURE 5:**
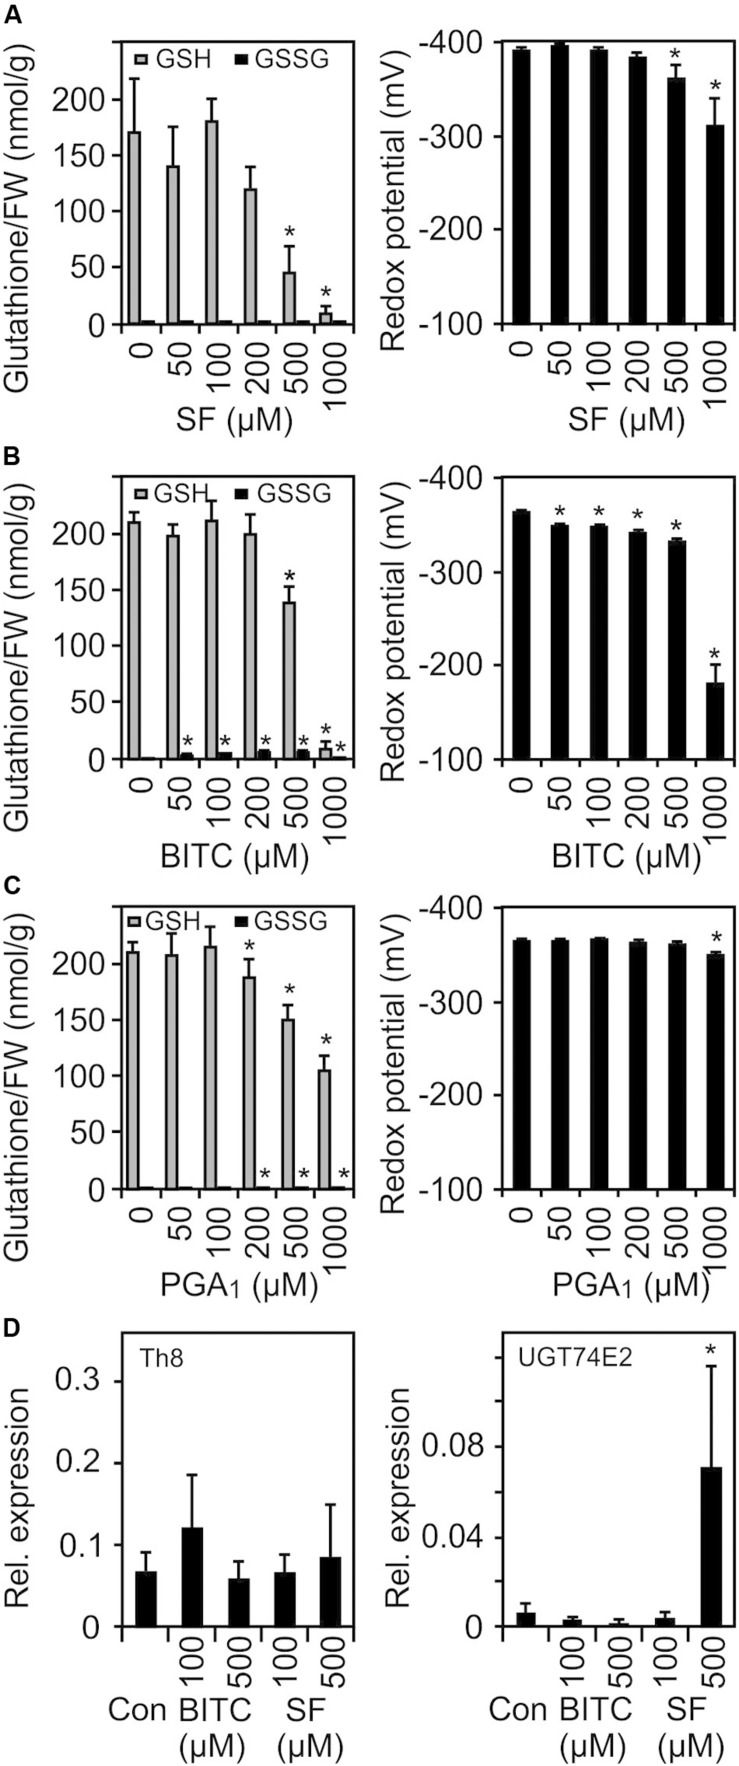
SF, BITC, and PGA_1_ treatments cause oxidation of the cellular glutathione pool and change of the cellular redox potential. Wild-type *Arabidopsis* seedlings grown in liquid culture in MS medium were treated with SF **(A)**, BITC **(B)**, and PGA_1_ **(C)** at the indicated concentrations. Reduced (GSH) and oxidized glutathione (GSSG) contents per gram fresh weight (FW) were measured 4 h after treatment, and the redox potential was calculated. Data represent means ± SD, *n* = 3 biological replicates within one experiment (each replicate comprised a pool of 10 seedlings) **(D)** Expression of low GSH marker genes was determined by RT-qPCR 4 h after treatments with solvent (Con), SF or BITC. Values were normalized to the expression of *AtActin2/8.* Data represent means ± SD, *n* = 4–6 biological replicates within one experiment (each replicate comprised a pool of 10 seedlings). Asterisks indicate *p* ≤ 0.05 (*).

The transcriptional response to low GSH content associated with increased redox potential has previously been determined both in GSH-deficient *root meristemless 1-1* (*rml1-1*) seedlings (Schnaubelt et al., 2015) as well as in seedlings that have been treated with the GSH-synthesis inhibitor buthionine sulfoximine (BSO) (Koprivova et al., 2010). When comparing our list of SF-induced genes with the published microarray data of these studies, only 13% of the SF-induced genes were found to be up-regulated in *rml1-1* or BSO-treated seedlings. We also analyzed the expression of two marker genes, a cytosolic h-type thioredoxin (TRX, TH8) and a glucosyltransferase (UGT74E2), that were found to be strongly up-regulated in seedlings with low GSH content. However, both genes were not found to be up-regulated at the concentration used in our microarray experiment. Moreover, heat shock genes are the most strongly up-regulated genes after ITC treatment while these genes appeared not to be regulated after BSO treatment (Koprivova et al., 2010) or were even down-regulated in *rml1-1* seedlings (Schnaubelt et al., 2015). Hence, we conclude that signaling by low glutathione content is not involved in the gene regulation in response to low dose ITC treatment.

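The thioredoxin gene TH8 stood at log2 changes of 0.97 after SF, 0.24 after BITC and 0.67 after PGA1 (SE 0.37 each, adjusted p = 0.14, 1.0 and 0.30) with 3 arrays per group. UGT74E2, a UDP-glucosyltransferase of indole-3-butyric acid, stood at 0.88 after SF, -0.0020 after BITC and 0.71 after PGA1 (SE 0.20 each, adjusted p = 0.017, 1.0 and 0.061). After SF it missed the 2-fold threshold and would be called without mock 2 (adjusted p = 0.0027). The difference of SF from BITC was 0.73 (95% confidence interval -0.073 to 1.54, adjusted p = 0.26) in TH8 and 0.88 (0.44 to 1.32, adjusted p = 0.025) in UGT74E2, and the latter would be called without BITC 1 (adjusted p = 0.030). Of these 2 markers of low glutathione limma called 0 after each compound (also adjusted over the list alone). Of the 2, 2 lay above mock after SF at an unadjusted p under 0.05, 0 after BITC and 1 after PGA1, and the SF rises became 1 without mock 2. The pair's median was 0.93, 0.12 and 0.69, the BITC value being -0.017 (0.18 less the shift of all genes) with the series matrix, and camera gave adjusted p = 0.073, 0.75 and 0.12. The camera values became 0.021 without mock 2 for SF, and 0.040 without mock 2 and 0.041 without PGA1 3 for PGA1.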

### Arabidopsis HSFA1 Transcription Factors Are Important for Resistance Against Isothiocyanate Intoxication

ITCs strongly up-regulate heat shock proteins, a process that could be important to maintain protein integrity under chemical stress. To test this hypothesis, we compared the resilience of wild type (Col-0 and WS) and *hsfA1 abde* seedlings toward BITC intoxication. We observed, that in the liquid culture system, 100 μM BITC was well tolerated by wild type seedlings while photosynthetic efficiency (F_*v*_/F_*m*_) and the survival rate decreased after treatment with BITC concentrations around 200 μM or higher. Moreover, leaf bleaching started to increase at concentrations higher than 200 μM. In contrast to the wild type lines, we observed that in *hsfA1 abde* seedlings F_*v*_/F_*m*_ as wells as the survival rate already decreased after exposure to 100 μM BITC. Photosynthetic efficiency collapsed almost completely and no plants survived the 200 μM treatment (as indicated by complete bleaching of the cotelydons and the first true leaves) indicating a much higher sensitivity of the HSFA1-deficient seedling toward BITC intoxication (Figure 6).

**FIGURE 6:**
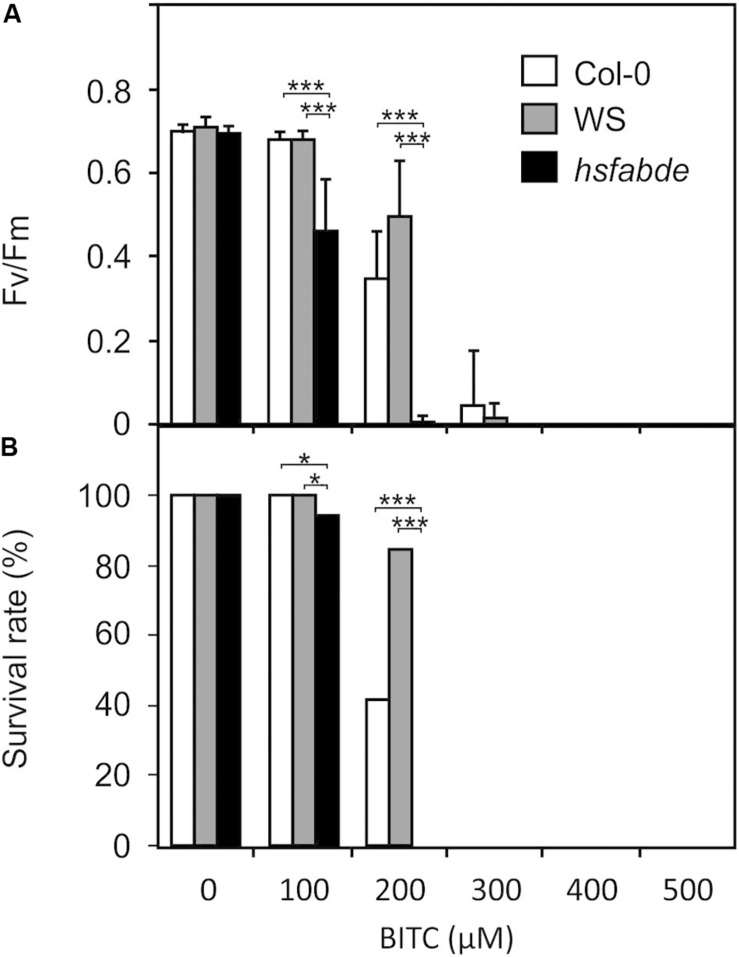
Toxicity of BITC treatments in wild-type and *hsfA1 abde* Arabidopsis seedlings. Wild-type (Col-0, white bars; WS, gray bars) and *hsfA1 abde* (black bars) seedlings were grown in liquid culture in MS medium and treated with BITC at the concentrations indicated for 2 h. Thereafter, the BITC treatment solution was replaced by MS medium for recovery. The effect of BITC treatment on photosynthesis (*F*_*v*_/*F*_*m*_) was determined after 4 h of recovery. Data represent means ± SD, *n* = 8 biological replicates within one experiment and repeated two times with similar results. **(A)** Survival rates **(B)** were determined 7 days after the treatments; statistical analysis was performed on seedlings using the χ^2^ test with *n* ≥ 55 seedlings. Asterisks indicate *p* ≤ 0.05 (*), and ≤ 0.005 (***). The experiment was repeated three times with similar results.

### Chemical Priming by Sulforaphane and Benzyl Isothiocyanate but Not Heat Acclimation Confers Protection Against Isothiocyanate Intoxication

To further test if induction of heat shock genes in wild type seedlings is sufficient to protect against BITC intoxication we heat-acclimated wild type seedlings at 37°C for 2 h. After 2 h of recovery at 22°C, seedlings were exposed to different concentrations of BITC for 2 h. As shown in Figure 4, a 37°C pre-treatment induced a much stronger expression of HSPs than a SF pretreatment. However, we found that strong induction of heat shock genes in seedlings after heat acclimation did not increase the BITC tolerance (Supplementary Data, Figure S2). Hence, rapid HSFA1-mediated up-regulation of HSP by ITC in the wild type may be required and already sufficient to confer some resistance against BITC intoxication. Alternatively, the higher BITC-sensitivity of the *hsfA1 abde* seedlings could be due to a constitutive lower expression of HSFA1-regulated genes. It has been shown that expression of 310 genes was decreased (>2-fold) in the *hsfA1 abde* mutant compared to the wild type in non-stress conditions, and many of them were heat-inducible genes (Yoshida et al., 2011).

Besides heat responsive genes, ITCs induce a great variety of other genes including GSTs that potentially could protect against autotoxicity. To test this hypothesis, we pretreated wild type seedlings with a non-toxic concentration (100 μM) of SF or BITC for 24 h prior to application of toxic concentrations of BITC (200 and 300 μM). 

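Of 14 genes of abscisic acid and dehydration responses, 4, 2 and 2 rose after SF, BITC and PGA1 (3 arrays per group), and none fell. DREB2A, a transcription factor of drought and heat responses, rose by 2.43 after SF and 2.21 after PGA1 (SE 0.21 each, adjusted p = 3.7e-05 and 0.00014) and stood at 0.63 after BITC (SE 0.21, adjusted p = 0.32). SF exceeded BITC by 1.79 (95% confidence interval 1.32 to 2.26, adjusted p = 0.00074). HAI1, a phosphatase of the abscisic acid pathway, rose by 1.81 after SF and 1.49 after PGA1 (SE 0.20 each, adjusted p = 0.00020 and 0.0015) and stood at 0.55 after BITC (SE 0.20, adjusted p = 0.43), a difference of SF from BITC of 1.26 (0.81 to 1.70, adjusted p = 0.0043). LTI78, a cold and drought gene, rose by 1.42 after BITC (SE 0.18, adjusted p = 0.0034) and stood at 0.33 after SF and 0.014 after PGA1 (SE 0.18 each, adjusted p = 0.32 and 0.98). It was lower after SF than after BITC, with a difference of -1.08 (-1.48 to -0.69, adjusted p = 0.0049), a call lost without SF 2 (log2 change -0.96) or BITC 1 (log2 change -0.93). The BITC count of 2 became 1 without mock 2, mock 3, BITC 1 or BITC 3. With the mean of all probes, the BITC calls of both genes, LTI78 (log2 change 0.97) and KIN1 (log2 change 0.54, adjusted p = 0.11), were lost. The difference of SF from BITC in LTI78 was then -0.76 and lost its call too. Of 24 jasmonate genes, 2, 1 and 2 rose and none fell. The repressor gene JAZ8 rose by 1.98 after SF and 1.37 after PGA1 (SE 0.29 each, adjusted p = 0.0011 and 0.018) and stood at 0.0055 after BITC (SE 0.29, adjusted p = 1.0), the PGA1 call being lost without mock 3 (adjusted p = 0.078), PGA1 1 (adjusted p = 0.082) or PGA1 2 (adjusted p = 0.062). SF exceeded BITC there by 1.98 (1.34 to 2.61, adjusted p = 0.0023). CYP94B3, which inactivates jasmonoyl-isoleucine, rose by 1.79 after BITC (SE 0.33, adjusted p = 0.022), a call lost without mock 1 (adjusted p = 0.053), BITC 1 (adjusted p = 0.098) or BITC 2 (adjusted p = 0.099), and with the slide as a block (the same change, adjusted p = 0.054). With that block the jasmonate rises were 0 after BITC and 1 after PGA1, and the abscisic acid rises after BITC 1. The jasmonate rises became 1 without mock 3, SF 1 or SF 2 for SF, 0 without mock 1, BITC 1 or BITC 2 for BITC and 1 without mock 1, PGA1 2 or PGA1 3 and 0 without mock 3 or PGA1 1 for PGA1. Of 14 genes of salicylate, camalexin and pathogen defence, 2 rose after SF, 1 after PGA1, and limma called 0 after BITC (0 at an unadjusted p under 0.05). PAD3, the last enzyme of camalexin synthesis, rose by 1.31 after SF (SE 0.18, adjusted p = 0.00081) and stood at -0.050 after BITC and 0.72 after PGA1 (SE 0.18 each, adjusted p = 1.0 and 0.043). The plant defensin gene PDF1.2 rose by 1.46 after SF and 1.37 after PGA1 (SE 0.31 each, adjusted p = 0.012 and 0.026), calls lost without SF 1 (adjusted p = 0.051) for SF and without mock 1 (adjusted p = 0.074), mock 2 (adjusted p = 0.062), PGA1 1 (adjusted p = 0.11) or PGA1 3 (adjusted p = 0.060) for PGA1. The defence rises became 1 without SF 1 for SF and 0 without mock 1, mock 2, PGA1 1 or PGA1 3 for PGA1. Counts were the same adjusted over the list alone. Median changes were 0.57, 0.14 and 0.56 for abscisic acid, 0.30, 0.073 and 0.30 for jasmonate and 0.27, -0.053 and 0.12 for defence genes. With the series matrix the jasmonate median after BITC was -0.084 (0.11 less the shift of all genes) and the defence median after SF -0.14 (0.24 less the shift of all genes). Camera gave adjusted p = 7.7e-08, 2.4e-05 and 2.9e-06, 0.00086, 0.056 and 0.00027 and 0.090, 0.96 and 0.26, and with an estimated correlation 0.072, 0.12 and 0.072, 0.19, 0.51 and 0.17 and 0.27, 0.98 and 0.51. The BITC test of the jasmonate list became 0.0065 without mock 1, 0.037 without mock 2, 0.028 without BITC 2 and 0.014 without BITC 3. After BITC camera ranked the defence list upward, against a median and a mean (-0.011) below 0.

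**Figure D7:**
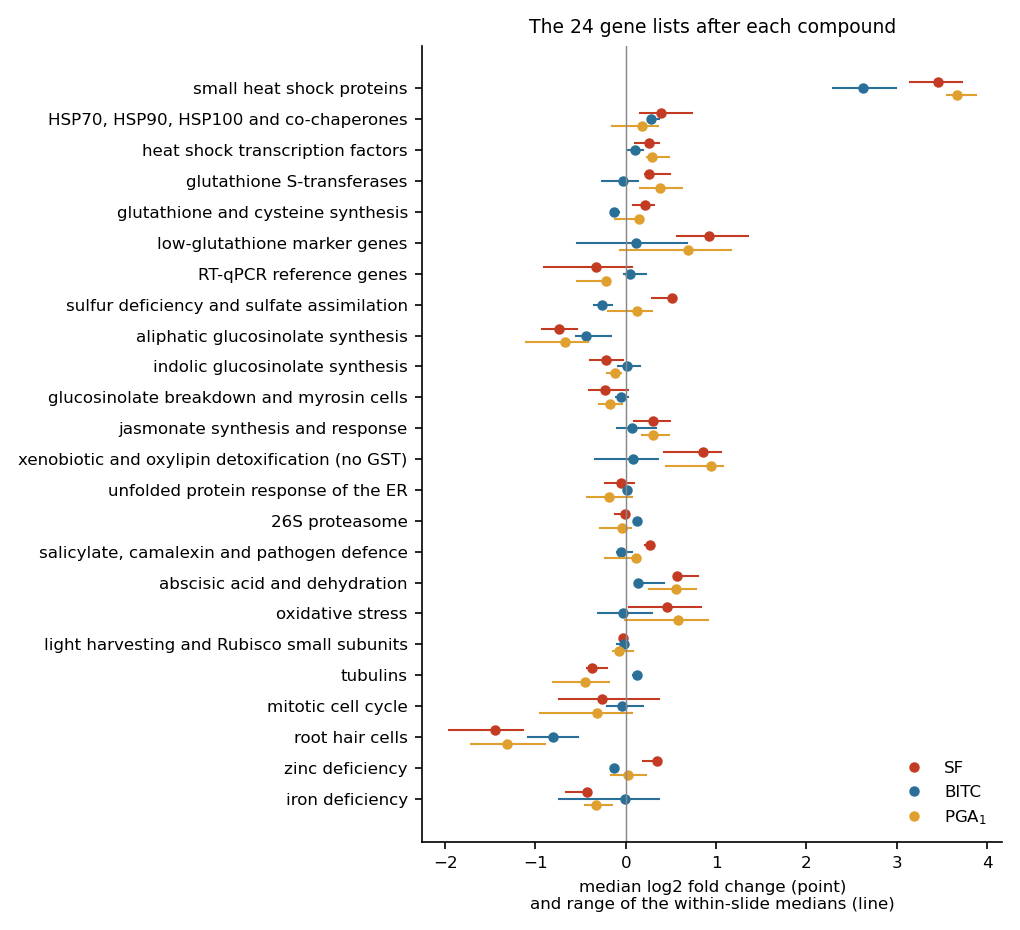
Median log2 fold change of each of the 24 gene lists against mock (point) after SF, BITC and PGA1, with the range of the medians within the 3 slides (line). Small heat shock proteins lie furthest right and root hair genes furthest left.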

As shown in Figures 7A–D, photosynthetic efficiency as well as the survival rates of the SF- or BITC-primed seedlings after intoxication with the model ITC BITC was much higher compared with naïve plants. We also tested radicicol (50 μM) as a chemical priming agents and found that it protected against BITC intoxication (Figures 7E,F). Radicicol has been well studied as a HSP90 inhibitor that strongly induces heat shock genes and increases thermotolerance in Arabidopsis (Yamada et al., 2007). However, radicicol can also be classified as an RES. In fact, microarray analyses revealed that the majority of radicicol-induced genes (73%) was not induced by heat (Yamada et al., 2007). Hence, priming by ITC and potentially other thiol reactive RES can confer protection against ITC to reduce their autotoxicity.

**FIGURE 7:**
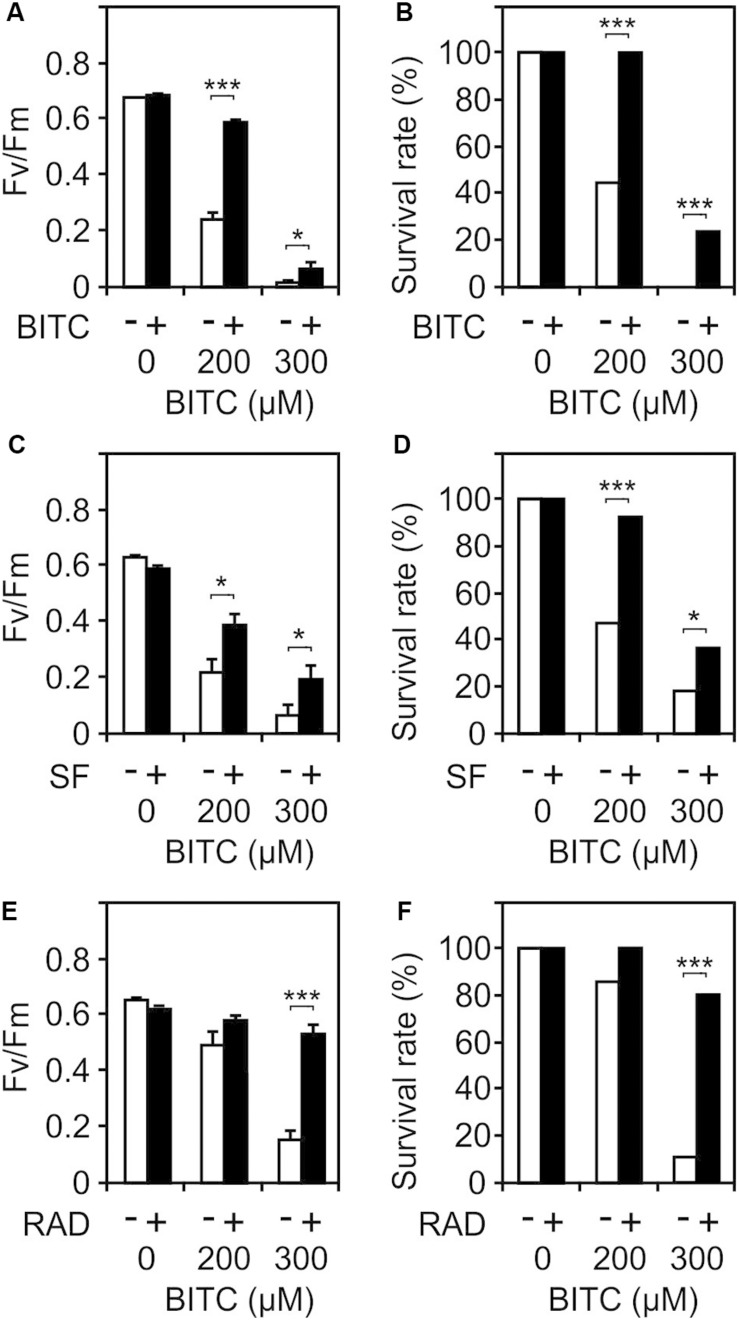
Chemical priming induces resistance toward BITC. *Arabidopsis* seedlings grown in liquid culture in MS medium were pretreated with solvent control (white bars) or different RES: 100 μM BITC **(A,B)**, 100 μM SF **(C,D)**, or 50 μM radicicol **(E,F)** for 24 h (black bars). Thereafter, seedlings were treated with BITC at the concentration indicated for 2 h and, subsequently, allowed to recover in MS medium. The effect of the treatment combination on photosynthesis (*F*_*v*_/*F*_*m*_) was determined after 4 h of recovery. Data represent means ± SE, *n* = 12 biological replicates within one experiment (each comprising 10 seedlings) **(A,C,E)**. Survival rates **(B,D,F)** were determined 7 days after the treatments; statistical analysis was performed on seedlings using the χ^2^ test with *n* ≥53 seedlings. Asterisks indicate *p* ≤ 0.05 (*) and ≤ 0.005 (***). Experiments **(A–F)** were repeated two times with similar results.

## Discussion

The myrosinase-glucosinolate system is a powerful defense system of Brassicales plants. S-cells in the vasculature of leaves and along leaf margins can accumulate up to 130 mM glucosinolates (Nintemann et al., 2018) which in contact with myrosinases can potentially produce local concentrations of ITCs that are at least 2 orders of magnitude higher than the toxic concentrations for microorganisms (Dufour et al., 2015) and plant cells (Andersson et al., 2015). To ensure safe storage of the ITC precursors, myrosinases are separated from glucosinolates in different specialized cells. We cannot completely exclude the possibility that SF levels (Figure 3) determined in intact tissues reflect an artifact such as an extremely rapid wound response during sampling or release of SF from glutathione- or protein-conjugates during extraction. Alternatively, the low levels of free SF (2–5 nmol g^–1^ FW in mature leaves of undamaged Arabidopsis plants) could be a result of a basal glucoraphanin turnover which potentially could also explain the formation of raphanusamic acid (Jeschke et al., 2019). Since SF is rapidly metabolized (Figure 1), this scenario would imply a slim but continuous degradation of glucoraphanine in intact tissues.

Herbivore feeding, wounding or pathogenic microorganisms that induce a hypersensitive response break S-cells and myrosinase cells open resulting in release of ITCs into the extracellular space around lesions. For instance, wounding (Figure 3) or *Pseudomonas syringae* pv *tomato* DC3000 infection (Andersson et al., 2015) triggered a total SF release of 50–170 nmol g^–1^ FW. SF levels remained elevated for several hours both after wounding (Figure 3) and pathogen infection (Andersson et al., 2015) indicating that the Arabidopsis SF detoxification capacity is not sufficient to remove the high damage-induced local amounts of SF immediately. High local, cytotoxic SF concentrations likely become diluted to subtoxic SF concentrations by radial diffusion into unaffected tissues.

Undamaged tissues of seedlings (10 seedlings, 123 mg FW) grown in liquid culture almost completely absorbed exogenous SF (50 nmol) from the exogenous medium after 2–4 h (Figure 1). The total GSH content in the seedlings (30 nmol) was not significantly decreased after treatment of the seedlings with a low non-toxic SF dose (100 μM solution corresponding to an absolute dose of 50 nmol) but was strongly decreased after treatment with cytotoxic concentrations higher than 200 μM (Figures 1, 5). The predominant SF metabolite that could be detected in the seedlings but not in the medium was the SF-GSH conjugate. However, the major SF metabolite *in planta* is unlikely the GSH conjugate because the endogenous formation of GSH GSH pool is not significantly affected by low concentrations of SF and is by far not sufficient to absorb the excess SF upon treatment after exposure to higher concentrations. To check the possibility of *de novo* GSH formation to compensate for GSH consumption, we checked expression of the two key GSH forming enzymes (glutamate-cysteine ligase (*GSH1*, AT4G23100), glutathione synthetase (*GSH2*, AT5G27380) and all five cysteine forming enzymes of the serine acetyltransferase (SAT) gene family: *SERAT1;1* (At5g56760, SAT-c), *SERAT2;1* (At1g55920, SAT-p), *SERAT2;2* (At3g13110, SAT-m), *SERAT3;1* (At2g17640, SAT-106) and *SERAT3;2* (At4g35640). 

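SERAT2;1, a serine acetyltransferase of cysteine synthesis, stood at 1.56-fold after SF, a log2 change of 0.64 after SF (SE 0.15, adjusted p = 0.022), with 3 arrays per group, and at -0.13 after BITC and 0.70 after PGA1 (SE 0.15 each, adjusted p = 1.0 and 0.021). The difference of SF from BITC there was 0.77 (95% confidence interval 0.44 to 1.11, adjusted p = 0.013). The other serine acetyltransferase genes stood after SF at -0.33 (SE 0.11, adjusted p = 0.085) for SERAT1;1, 0.36 (SE 0.15, adjusted p = 0.18) for SERAT2;2, 0.42 (SE 0.21, adjusted p = 0.27) for SERAT3;1 and -0.031 (SE 0.16, adjusted p = 0.94) for SERAT3;2. GSH1 and GSH2, the 2 enzymes of glutathione synthesis, stood at -0.16 (SE 0.16, adjusted p = 0.63) and 0.22 (SE 0.19, adjusted p = 0.56) after SF. For GSH1 the difference of SF from BITC was -0.16 (-0.52 to 0.20, adjusted p = 0.62) and for GSH2 0.35 (-0.063 to 0.76, adjusted p = 0.30). Of these 7 genes limma called 0 after each compound, also adjusted over the list alone, and none reached 2-fold. Of them, 2 lay above and 1 below mock after SF at an unadjusted p under 0.05, 0 and 0 after BITC, and 2 and 0 after PGA1. The list's median was 0.22, -0.13 and 0.14 (camera adjusted p = 0.49, 0.47 and 0.39), and with the series matrix -0.042 (0.34 less the shift of all genes) after SF and -0.066 (0.067 less the shift of all genes) after PGA1.

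**Figure D8:**
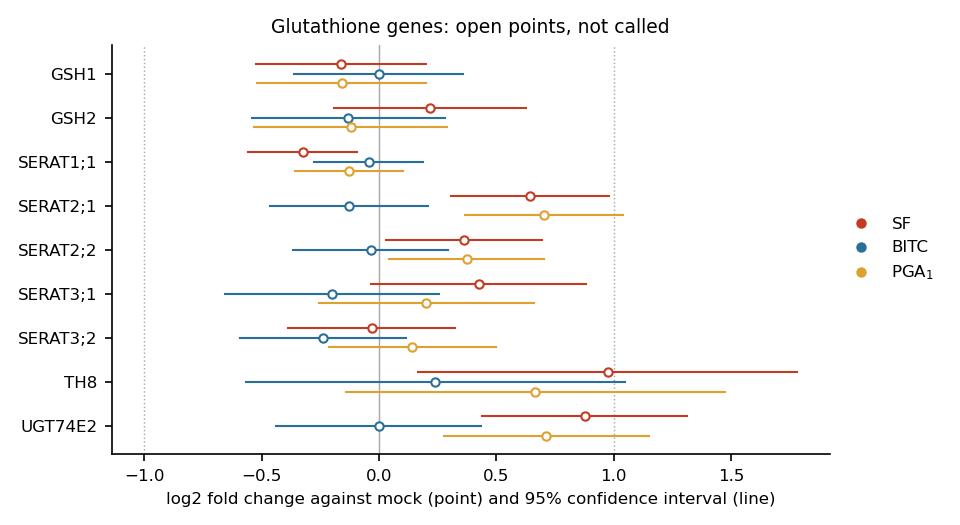
Change against mock on the log2 scale, with 95% confidence intervals, for genes of glutathione and cysteine synthesis and for TH8 and UGT74E2 after SF, BITC and PGA1. The points are open, as none is called.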

Except for *SERAT2;1* which was found to be induced by 1.6-fold by SF 4 h after treatment, none of these genes appeared to be regulated by SF in our microarray experiments. We therefore assume that the GSH pool did not respond to the treatment.

Depletion of the endogenous GSH pool associated with an increase of the redox potential has been suggested as a potential trigger of redox-regulated genes. However, exogenous application of subtoxic concentrations of SF, BITC and PGA_1_ that were sufficient to induce transcriptional reprogramming (Figure 2 and Supplementary Data, Table S2) did not induce a marked change in GSH and the calculated GSH redox potential. Hence, GSH depletion is not a relevant signaling mechanism after exposure to low, subtoxic ITC doses while treatment with cytotoxic ITC concentrations potentially triggers low GSH responsive genes (Koprivova et al., 2010) and inhibits growth (Urbancsok et al., 2018). Plants with low GSH levels have been shown to be more sensitive to SF or AITC treatment suggesting that severe GSH depletion leads to cell death (Urbancsok et al., 2018).

Application of ^14^C-labeled SF to animal cell lines revealed that extracellular SF was rapidly depleted in the medium and that intracellular enrichment of SF was driven by conjugation of SF to GSH. Initially, the reversible conjugation of SF to GSH was found to be faster than SF binding to proteins. However, after 4 h of incubation, proteins became the major targets of SF while intracellular levels of the SF-GSH conjugate declined (Mi et al., 2007, 2011; Nakamura et al., 2018). This is because the resulting SF-GSH conjugates are still biologically active metabolites that modify protein thiols through transthiocarbamoylation (Shibata et al., 2011). We hypothesize that proteins are also the major targets of SF in plants. Untargeted proteomics has been used to identify – thus far – more than 30 SF-modified proteins in animals (reviewed in Mi et al., 2011). For instance, tubulin was identified as an abundant SF-modified protein in animal cells and ITCs have been shown to disrupt the tubulin network leading to cell growth inhibition and cell death both in animal (Xiao et al., 2012) and plant cells (Overby et al., 2015a). Although many proteins are affected by SF in animals, only the Kelch-like ECH-associated protein 1 (KEAP1) – Nuclear factor erythroid 2-related factor 2 (NRF2) signaling system that triggers cell survival responses to endogenous and exogenous stressors can be considered a validated target at this time (Dinkova-Kostova et al., 2017). It is still unclear how SF or the SF-GSH conjugates induce gene activation in Arabidopsis. We propose that the mechanism likely involves covalent modification of yet unkown proteins.

To this end, we note that structurally different electrophiles induce a similar subset of genes likely through common signaling mechanisms. SF, BITC, AITC, and PGA_1_ share 42 induced genes, of which 71% are classified as heat responsive (Supplementary Data, Table S3). However, a rather high number of genes induced by each electrophile species was not induced by any of the three other electrophiles: AITC (1970, 85%), SF (125, 22%), BITC (10, 14%), and PGA_1_ (143, 29%) suggesting that structural features other than the thiol reactivity have a strong impact on gene regulation. RES species-specific responses can be caused by different absorption and elimination kinetics, structure specific affinities to target proteins and steric properties that can have a strong impact on covalent protein modification/signaling (Mueller and Berger, 2009).

Wound-responsive genes have been shown to be regulated predominantly through the jasmonate pathway (Devoto et al., 2005; Masuda et al., 2014). In addition, at least in Arabidopsis, we show that a subset of wound-induced genes including heat shock genes is regulated by ITCs (Figure 3). It has been shown that jasmonates can diffuse radially over at least eight cell layers from the producer cell (Masuda et al., 2014). We do not know how far isothiocyanates diffuse into intact tissues surrounding the damage but the distance is likely short due to the high reactivity and rapid metabolism of isothiocyanates. This suggests that only a few cell layers will get in contact with isothiocyanates that are released into the apoplastic space after wounding. The calculated partition coefficient (xLogP) values of jasmonic acid (xLogP 1.6) and sulforaphane (xLogP 1.4) as well as the other relevant physicochemical parameters are very similar. From the physicochemical parameters a good membrane permeability could be predicted for both compounds.

We determined the concentration of sulforaphane (SF) in the whole leave although only a small area of the leaves was wounded. Since SF is released at the wound site only, the average leaf concentration is much lower than the actual concentration at the wound site. After complete mechanical tissue disruption, about 12 μmol aliphatic and 3 μmol indolic glucosinolates per gram fresh weight (Barth and Jander, 2006) were shown to be degraded within 1 min leading to a corresponding local concentration of breakdown products in damaged tissues of about 15 mM. Assuming that about 90% of the breakdown products are nitriles (Wittstock et al., 2016) the remaining 10% isothiocyanates still correspond to a local concentration of 1500 μM. This exceeds the detoxification capacity of neighboring cells by far but will be diluted by radial diffusion into intact tissues. Since we did not have the spatial resolution to measure local concentrations *in vivo*, it remains to be clarified how deep endogenously produced ITCs can penetrate into intact tissues.

After infection with *Pseudomonas syringae* pv *tomato* DC3000:AvrRpm1, excessive SF formation promotes cell death in cells adjacent to the infection site. In line with this, different mutants impaired in pathogen-induced accumulation of SF displayed attenuated programmed cell death upon bacterial and oomycete effector recognition as well as decreased resistance to the fungal pathogen *Hyaloperonospora arabidopsidis* (Andersson et al., 2015). In addition to its toxic and cell death promoting effects at high local concentrations, SF can also act as a defense priming metabolite. SF provokes covalent modification of histone H3 in the promoter and promoter-proximal region of defense genes such as *WRKY6* and *PDF1*.*2* coinciding with chromatin unpacking, primed *WRKY6* expression, unprimed plant defensin *PDF1*.*2* activation, and reduced susceptibility to *Hyaloperonospora arabidopsidis* (Schillheim et al., 2018). Hence, subtoxic amounts of SF can diffuse into unaffected tissues to prime and trigger defense genes to confer protection against pathogens in naïve tissue. However, it is not clear which ITC-responsive genes or ITC-modified proteins are critical for pathogen defense. Besides their role in pathogen defense, ITCs may induce genes and/or directly modulate protein activities that prevent damage by ITCs. Indeed, pretreatment of seedlings with subtoxic doses of SF and BITC increased the resistance of the seedlings toward the model ITC BITC (Figure 7).

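Of 21 heat shock transcription factor genes, 2, 1 and 4 rose after SF, BITC and PGA1 (3 arrays per group; the same counts adjusted over the list alone), and none fell. HSFA2, the factor that prolongs the heat response, rose by 3.83 after SF, 1.15 after BITC and 3.14 after PGA1 (SE 0.21 each, adjusted p = 1.2e-06, 0.022 and 1.1e-05). The BITC call was lost without mock 2 (adjusted p = 0.071), mock 3 (adjusted p = 0.070), BITC 1 (adjusted p = 0.10) or BITC 3 (adjusted p = 0.10). HSFB2A rose by 1.79 after SF and 1.38 after PGA1 (SE 0.15 each, adjusted p = 3.4e-05 and 0.00039) and stood at 0.42 after BITC (SE 0.15, adjusted p = 0.42). HSF4 rose by 1.30 after PGA1 (SE 0.20, adjusted p = 0.0027) and stood at 0.83 after SF and 0.12 after BITC (SE 0.20 each, adjusted p = 0.022 and 1.0). It would be called after SF without mock 1 (adjusted p = 0.0086). AT-HSFA7B was at least 4.29-fold above a mock signal below background after PGA1 (adjusted p = 0.0010). SF exceeded BITC by 2.68 (95% confidence interval 2.22 to 3.14, adjusted p = 4.1e-05) in HSFA2 and by 1.37 (1.03 to 1.71, adjusted p = 0.00051) in HSFB2A, and for HSF4 the difference was 0.70 (0.27 to 1.14, adjusted p = 0.061). The BITC count of 1 became 0 without mock 2, mock 3, BITC 1 or BITC 3. The list's median change was 0.26, 0.11 and 0.30, and with the series matrix -0.039 (0.34 less the shift of all genes) after SF and -0.074 (0.12 less the shift of all genes) after BITC. Camera ranked it upward with adjusted p = 1.5e-05, 0.0084 and 4.2e-08, and 0.087, 0.16 and 0.072 with an estimated correlation. The BITC value became 0.10 without mock 3. Within slides the SF median was 0.37, 0.10 and 0.21.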

After application of a low, subtoxic dose of SF, BITC, or the oxylipin RES PGA_1_ to seedlings, the most strongly induced genes were HSFA1-dependent heat-responsive genes (Table 1). Moreover, it has been shown that pretreatment of seedlings with high ITC concentrations (>1 mM, spray application) confers thermotolerance (Hara et al., 2013). Besides heat stress, it has been suggested that the heat-shock/chaperone network protects against multiple stresses associated with protein misfolding and aggregation (Farmer and Mueller, 2013; Jacob et al., 2017). We found that *hsfA1* Arabidopsis seedlings displayed higher sensitivity toward ITCs (Figure 6). However, over-accumulation of HSPs by heat acclimation did not increase the resistance toward ITCs suggesting that the heat shock-like response toward ITCs in the wild type could be sufficient to provide some level of protection against chemical proteotoxicity. Alternatively, the higher sensitivity of the *hsfA1* mutant line could be due to pleiotropic effects caused by constitutive lower expression of HSFA1-regulated genes in the mutant (Yoshida et al., 2011).

Besides heat shock genes, ITC as well as structurally unrelated RES induce a battery of stress and detoxification genes including UDP-glucosyl transferases as well as GSH S-transferases (GSTs) that are thought to play an important role in ITC and RES detoxification (Wagner et al., 2002). 

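Of 19 detoxification genes outside the GST family, 8 rose after SF and 8 after PGA1 (3 arrays per group), and limma called 0 after BITC, where 3 lay above mock at an unadjusted p under 0.05 (the same counts adjusted over the list alone). CYP81D11, a P450 induced by foreign compounds, rose by 3.13 after SF and 2.39 after PGA1 (SE 0.15 each, adjusted p = 6.3e-07 and 9.1e-06) and stood at 0.72 after BITC (SE 0.15, adjusted p = 0.047). The UDP-glucosyltransferase genes UGT73B4 and UGT73B5 rose by 2.04 after SF and 1.93 after PGA1 (SE 0.19 each, adjusted p = 5.4e-05 and 0.00015) and by 1.30 after SF and 1.51 after PGA1 (SE 0.19 each, adjusted p = 0.0013 and 0.0010), and stood after BITC at 0.32 (SE 0.19, adjusted p = 0.88) and -0.038 (SE 0.19, adjusted p = 1.0). ABCG40, an ABC transporter, rose by 1.91 after SF and 1.87 after PGA1 (SE 0.18 each, adjusted p = 6.0e-05 and 0.00013) and stood at -0.26 after BITC (SE 0.18, adjusted p = 0.97). OPR2, an oxophytodienoate reductase homolog, rose by 1.29 after SF (SE 0.15, adjusted p = 0.00025) and stood at 0.26 after BITC and 0.86 after PGA1 (SE 0.15 each, adjusted p = 0.86 and 0.0060). In CYP81D11 SF exceeded BITC by 2.41 (95% confidence interval 2.07 to 2.74, adjusted p = 9.3e-06), by 1.73 (1.31 to 2.14, adjusted p = 0.00040) in UGT73B4, by 1.34 (0.91 to 1.77, adjusted p = 0.0023) in UGT73B5 and by 2.17 (1.77 to 2.56, adjusted p = 5.9e-05) in ABCG40. The list's median change was 0.85, 0.085 and 0.94, the BITC value being -0.10 (0.093 less the shift of all genes) with the series matrix and 0.27, -0.34 and 0.35 within slides. Camera gave adjusted p = 4.4e-23, 0.067 and 2.3e-25, and 0.072, 0.65 and 0.072 with an estimated correlation. The BITC test became 9.6e-05 without mock 2 and 0.0019 without BITC 3. Between SF and BITC it gave adjusted p = 3.3e-23 for a median difference of 0.91, and 0.22 with an estimated correlation.

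**Figure D9:**
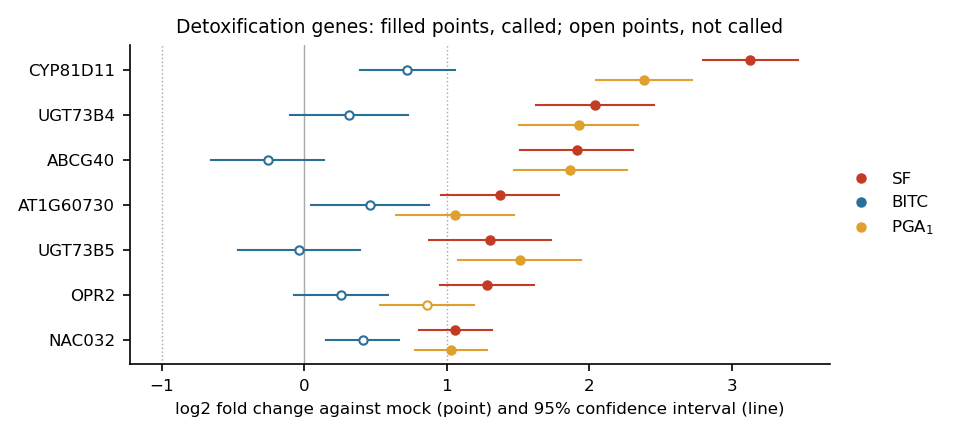
Points are the log2 fold change against mock and lines its 95% confidence interval for detoxification genes outside the GST family after SF, BITC and PGA1. Filled points are called, and no BITC point is filled.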

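Of 50 measured GST genes, 10 rose and 4 fell after SF, and 11 rose and 2 fell after PGA1 (3 arrays per group). After BITC limma called 0 up, with 4 above mock at an unadjusted p under 0.05, and 3 fell. GSTU3 rose by 3.07 after SF and 2.51 after PGA1 (SE 0.39 each, adjusted p = 0.00040 and 0.0030) and stood at 0.11 after BITC (SE 0.39, adjusted p = 1.0). GSTU2 rose by 2.51 after SF and 1.83 after PGA1 (SE 0.24 each, adjusted p = 6.7e-05 and 0.0011) and stood at 0.45 after BITC (SE 0.24, adjusted p = 0.80). GSTF8, a GST with a known response to oxidants, rose by 1.58 after SF and 1.61 after PGA1 (SE 0.12 each, adjusted p = 1.5e-05 and 2.7e-05) and stood at 0.43 after BITC (SE 0.12, adjusted p = 0.18). SF exceeded BITC by 2.96 (95% confidence interval 2.11 to 3.81, adjusted p = 0.0013) in GSTU3, by 2.06 (1.53 to 2.58, adjusted p = 0.00063) in GSTU2 and by 1.15 (0.87 to 1.42, adjusted p = 0.00037) in GSTF8. GSTF14 fell by 3.34 after SF, 2.74 after BITC and 3.02 after PGA1 (SE 0.24 each, adjusted p = 8.2e-06, 0.00022 and 3.4e-05), with a difference of SF from BITC of -0.60 (-1.12 to -0.069, adjusted p = 0.17). GSTF11 fell by 1.18 after SF and 1.22 after BITC (SE 0.18 each, adjusted p = 0.0016 and 0.0081), a difference of 0.038 (-0.36 to 0.44, adjusted p = 0.93). GSTU14 fell to below background after SF, by at least 11.1-fold (adjusted p = 5.4e-06), and fell by 2.05 after BITC and 1.55 after PGA1 (SE 0.24 each, adjusted p = 0.0019 and 0.0033). GSTU10 and GSTU7 rose just above 2-fold, by 1.03 after SF (SE 0.19, adjusted p = 0.0053) and 1.02 after SF (SE 0.12, adjusted p = 0.00028). The calls were lost without mock 3 (log2 change 0.86) or SF 1 (log2 change 0.87) for GSTU10 and without mock 3 (log2 change 0.93) or SF 2 (log2 change 0.92) for GSTU7. The PGA1 rises became 7 without mock 3. The family's median change was 0.26, -0.033 and 0.38, and camera gave adjusted p = 3.2e-05, 0.059 and 2.0e-08, and 0.24, 0.72 and 0.18 with an estimated correlation. The BITC test became 0.00046 without mock 3 and 0.041 without BITC 2. Adjusted over the list alone, 10, 0 and 11 rose and 5, 4 and 3 fell. Between SF and BITC camera gave 6.1e-10, and 0.25 with an estimated correlation.

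**Figure D10:**
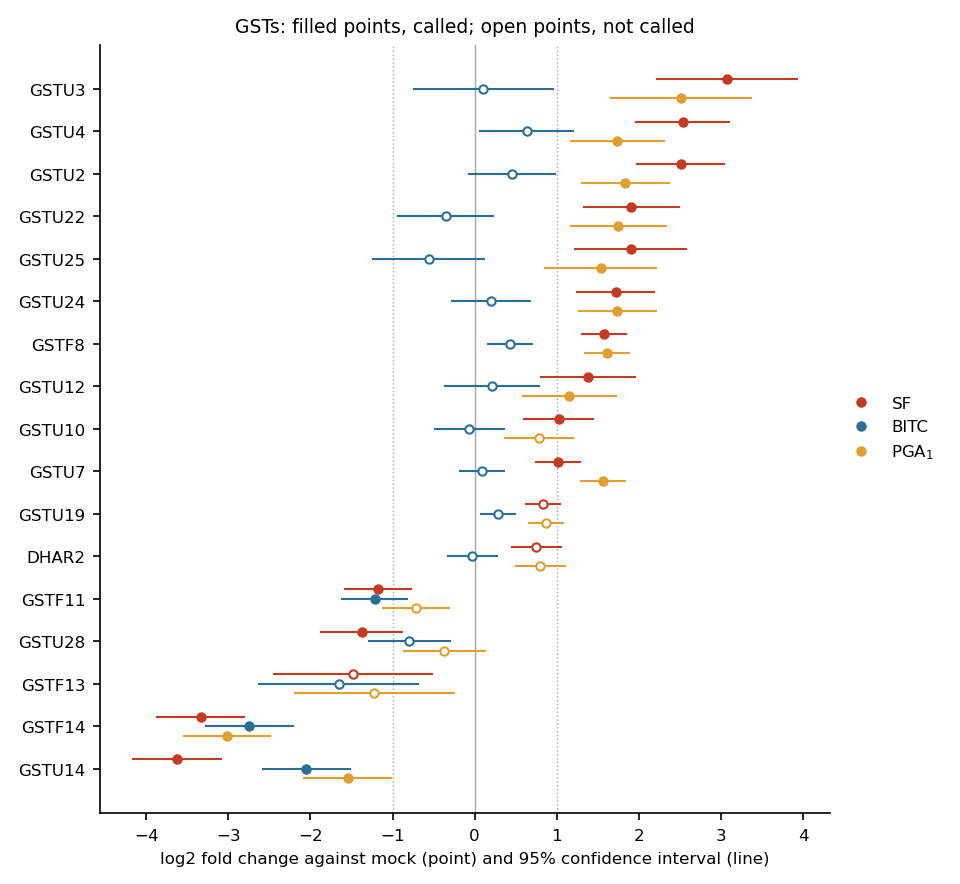
Horizontal axis, log2 fold change against mock with its 95% confidence interval, for GST genes after SF, BITC and PGA1. Filled points are called, and BITC points are filled for falling genes alone.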

Although SF induced 10 GSTs more than 2-fold in our transcriptome analysis and AITC was reported to induce at least 13 GSTs more than 1.6-fold (Overby et al., 2015b) BITC did not induce any GST in our transcriptomic analysis (Supplementary Data, Table S4). Moreover, the endogenous GSH pool is far too low to detoxify exogenous SF completely suggesting that reversible GSH conjugation is an inefficient detoxification mechanism in the presence of high ITC concentrations.

Potentially other genes that are induced by SF, BITC, AITC, and PGA_1_ may play a more important role in increasing resistance to ITC or RES. However, out of the 42 genes that were found to be induced by all the RES (Supplementary Data, Table S3), most genes are HSFA1-dependent heat shock genes. 

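Genes of the common set without a chaperone role also rose, with 3 arrays per group. GolS1, which makes galactinol for raffinose sugars, rose by 3.48 after SF, 1.69 after BITC and 2.94 after PGA1 (SE 0.25 each, adjusted p = 7.2e-06, 0.0068 and 4.8e-05). In GolS1 SF exceeded BITC by 1.79 (95% confidence interval 1.25 to 2.33, adjusted p = 0.0016). TSPO, a membrane protein induced by abscisic acid, rose by 1.80 after SF, 2.10 after BITC and 1.90 after PGA1 (SE 0.30 each, adjusted p = 0.0027, 0.0064 and 0.0036). Its difference of SF from BITC was -0.29 (-0.96 to 0.37, adjusted p = 0.61). ABR1, an ERF-family repressor of abscisic acid responses, rose by 2.49 after SF, 1.23 after BITC and 2.08 after PGA1 (SE 0.20 each, adjusted p = 2.1e-05, 0.013 and 0.00014). For ABR1 that difference was 1.26 (0.82 to 1.71, adjusted p = 0.0039). The beta-glucosidase gene BGLU30 rose by 3.74 after SF, 1.66 after BITC and 2.91 after PGA1 (SE 0.31 each, adjusted p = 2.3e-05, 0.024 and 0.00027). Its BITC call was lost without mock 1 (adjusted p = 0.12), mock 3 (adjusted p = 0.079), BITC 1 (adjusted p = 0.099), BITC 2 (adjusted p = 0.11) or BITC 3 (adjusted p = 0.055), and with the slide as a block (the same change, adjusted p = 0.060). AT1G07985, listed as an expressed protein, rose by 2.87 after SF, 2.10 after BITC and 2.15 after PGA1 (SE 0.22 each, adjusted p = 1.2e-05, 0.00086 and 0.00018), with a difference of 0.77 (0.29 to 1.24, adjusted p = 0.063).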

Alternatively, induced resistance toward ITCs is due to altered post-transcriptional regulation mechanisms.

To conclude, we provide evidence that exposure of undamaged plant tissues to isothiocyanates induces host protection mechanisms that protect against intoxication by products of the mustard oil bomb. We hypothesize that this mechanism may reduce the collateral damage in intact tissues after wound-induced release of toxic isothiocyanates.

## Materials and Methods

### Plant Growth Conditions and Chemicals

*Arabidopsis thaliana* wild-type ecotypes “Columbia” (Col-0) and “Wassilewskija” (WS) as well as the mutant lines *hsfA1 abde* (provided by K. Yamaguchi-Shinozaki; Yoshida et al., 2011), *hsfA2* (SALK_008978, characterized by Charng et al., 2007) *tgg1 tgg2* (provided by G. Jander; Barth and Jander, 2006) were grown in a growth chamber under an 8 h/16 h short-day cycle at 22°C (80 μE)/20°C and either grown on soil or in liquid medium in 24-well plates. For liquid culture, seedlings (10 seeds per well) were grown in 500 μl of sterile MES buffered Murashige and Skoog (MS) medium, pH 5,7 (Duchefa Biochemie BV, Haarlem, Netherlands) supplemented with 3% sucrose for 7 days on a rotary shaker (100 rounds per minute). Thereafter, the medium was replaced by fresh medium with 3% sucrose and experiments were performed on day 10. The average weight of 10 seedlings was 123 ± 33 mg FW, experiments were performed biologically independent at least in triplicate (each replicate comprised 10 seedlings, see figure legends). For the isothiocyanate toxicity and chemical priming experiments the medium was replaced by liquid MS medium without sucrose on day 7 and at least three biologically independent experiments were performed on day 10. Wounding experiments were performed with plants (6 weeks old) grown on soil by wounding leaves three times with a forceps (4 mm broad) across the leaf lamina (90% angle to the midrib). Sulforaphane, radicicol and PGA_1_ were purchased from Cayman Chemical (Ann Arbor, United States). Benzyl isothiocyanate was from Merck KGaA (Darmstadt, Germany). DL-[D_8_]sulforaphane was obtained from Lipidox (Stockholm, Sweden). All solvents were at least HPLC grade and were purchased from Biosolve (Valkenswaard, Netherlands).

### Chemical Treatments

The chemicals were freshly dissolved in methanol and the stock solution was diluted into liquid MS medium without sucrose to yield the final treatment solution. The final methanol concentration was 1% (v/v) in all experiments except the chemical priming experiments. In these experiments (Figure 7), the methanol concentration during the pretreatment, the high dose treatment and recovery was 1, 2, and 0%, respectively. For controls, treatment solutions without chemicals but the same methanol concentrations were prepared. Ten seedlings (10-day-old) per well were exposed to the chemicals by replacing the medium with the treatment or control solution (500 μl). For recovery, treatment solutions were replaced by MS medium without sucrose at the times indicated and cultivated for additional 7 days. Seedlings were considered to be dead when the cotelydons and true leaves were completely bleached by the treatment.

### Gene Expression Analysis

Extraction of total RNA from plant material (ten 10-day-old-seedlings/sample; three biological replicates in one experiment) was performed by using peqGOLD TriFast^TM^ reagent (PEQLAB). RNA concentration was determined spectrophotometrically. Remaining DNA was removed using RNase-free DNase I (Fermentas, Waltham, United States). RNA was reverse transcribed to cDNA using RNA M-MLV reverse transcriptase (Promega, Madison, United States). Real-time PCR was performed using ABsolute SYBR Capillary Mix (Thermo Fisher Scientific, Waltham, United States) and a CFX 96 Real-Time System C1000 Thermal Cycler (Bio-Rad, Hercules, United States). Sequences of primers (TIB MOLBIOL, Berlin, Germany) are given in Supplementary Data, Table S5. The efficiency of the reaction for each primer pair was monitored by testing sequential dilutions of a preparation of the product with a defined concentration. The amplified fragment of each primer pair was sequenced. The annealing temperature for all primers was 59°C. Gene expression relative to *AtSAND* or *ACTIN 2/8* was measured by using the delta cycle threshold method (Pfaffl, 2001). *ACTIN* is not regulated by heat (Li et al., 2019). 

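The SAND family gene AT2G28390 stood at log2 changes of -0.029 after SF, 0.034 after BITC and -0.077 after PGA1 (SE 0.12 each, adjusted p = 0.92, 1.0 and 0.75) with 3 arrays per group. The actin gene ACT7 stood at -0.33 after SF, 0.14 after BITC and -0.52 after PGA1 (SE 0.23 each, adjusted p = 0.46, 1.0 and 0.21), and ACT8 at -0.43 after SF, 0.042 after BITC and -0.21 after PGA1 (SE 0.21 each, adjusted p = 0.26, 1.0 and 0.58). The 95% confidence intervals after SF were -0.29 to 0.23 for AT2G28390, -0.83 to 0.18 for ACT7 and -0.89 to 0.023 for ACT8. The difference of SF from BITC was -0.063 (95% confidence interval -0.32 to 0.19, adjusted p = 0.81) in AT2G28390, -0.46 (-0.97 to 0.044, adjusted p = 0.26) in ACT7 and -0.47 (-0.93 to -0.020, adjusted p = 0.20) in ACT8. Of the 4 reference genes 3 were measured, namely AT2G28390, ACT7 and ACT8. No value was obtained for ACT2, so whether ACT2 changed was not tested. Among the 3 measured genes limma called 0 after each compound, also adjusted over the list alone. At an unadjusted p under 0.05, 0, 0 and 0 of them lay above and 0, 0 and 1 below mock. Their median was -0.33, 0.042 and -0.21, with camera adjusted p = 0.59, 0.69 and 0.48. With the series matrix the BITC median was -0.089, under a median shift of all genes of -0.19. With the processed signal scaled to its 75th percentile the SF median was -0.11. Against mock no gene was called among 40 proteasome, 22 light harvesting and Rubisco, 15 tubulin and 18 cell cycle genes (0 by limma for each compound, also adjusted over the list alone). At an unadjusted p under 0.05 the numbers above and below mock after SF, BITC and PGA1 were 2, 3 and 5 and 0, 0 and 3 for the proteasome, 0, 0 and 0 and 0, 0 and 0 for light harvesting, 1, 0 and 1 and 5, 0 and 6 for tubulins, and 0, 0 and 0 and 1, 0 and 3 for the cell cycle. Examples after SF are the proteasome gene PAB1 at 0.13 (SE 0.11, adjusted p = 0.55), LHCB6 at 0.039 (SE 0.13, adjusted p = 0.90), TUA6 at -0.086 (SE 0.10, adjusted p = 0.69) and the mitotic kinase gene CDKB2;1 at -0.58 (SE 0.29, adjusted p = 0.28). TUA6 lay nearer 0 than the median of the tubulins, and TUA1 stood at 0.43 after SF (adjusted p = 0.033). TUA3 was called higher after BITC than after PGA1, by 1.08 (adjusted p = 0.022). That call was lost without BITC 1 (adjusted p = 0.094), BITC 3 (adjusted p = 0.060) or PGA1 1 (adjusted p = 0.10). Medians were -0.011, 0.13 and -0.042 for the proteasome, -0.034, -0.021 and -0.072 for light harvesting, -0.37, 0.12 and -0.45 for tubulins and -0.26, -0.047 and -0.32 for the cell cycle. Some of these signs turn with the scaling. With the processed signal scaled to its 75th percentile the proteasome median was 0.10 after SF and 0.061 after PGA1 and the light harvesting median 0.041, 0.033 and 0.031, and with the series matrix the tubulin median after BITC was -0.036 (0.16 less the shift of all genes). Camera gave adjusted p = 0.77, 3.2e-05 and 0.72 for the proteasome, 0.72, 0.99 and 0.69 for light harvesting, 0.083, 0.056 and 0.0086 for tubulins and 0.17, 0.96 and 0.032 for the cell cycle. With an estimated correlation the passing tests became 0.28 for the proteasome after BITC, 0.50 for tubulins after PGA1 and 0.63 for the cell cycle after PGA1. The tubulin tests became 0.013 without SF 3 for SF, 0.0049 without mock 3, 0.038 without BITC 2 and 0.0055 without BITC 3 for BITC and 0.061 without mock 3 for PGA1. The cell cycle tests became 0.0032 without mock 2 for SF, 0.0085 without mock 2 for BITC and 0.17 without mock 1, 0.23 without mock 3, 0.18 without PGA1 1 and 0.076 without PGA1 3 for PGA1. The cell cycle falls after PGA1 became 1 without mock 2.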

Our microarray studies revealed that both *ACTIN* and *SAND* are not regulated by isothiocyanates and appear to be suitable reference genes.

### Microarray Hybridization and Analysis

For transcriptome profiling, three biological replicates within one experiment samples were hybridized on an Agilent Platform using the Agilent Arabidopsis V4 (design number 021169) microarrays^1^. RNA quantity was measured with a ND-100 Spectrophotometer v3.3.0 (NanoDrop Technologies). RNA integrity was confirmed using an Agilent RNA 6000 Nano Chip on an Agilent 2100 BioAnalyzer (vB.02.03 BSI307). Total RNA (200 ng) was used for each sample labeling. Labeling and preparation of samples for hybridization was performed as described in the one-color microarray-based gene expression analysis protocol provided by Agilent including the one-color RNA spike-in kit (v5.0.1, 2006; Agilent Technologies, Santa Clara, united States). Slides were scanned on the Agilent Microarray Scanner with extended dynamic range (XDR) at high resolution (5 μm). Data sets were extracted by feature extraction software package (v11.5.1.1/Agilent Technologies) using a standard protocol (GE1_1105_Oct12).

Data preprocessing was performed using the Bioconductor software (Huber et al., 2015) with the statistical programming environment R (R Development Core). Normalization has been performed using negative control probes and quantile normalization using negative and positive control probes as implemented in the neqc function (Shi et al., 2010) of the Limma package (Ritchie et al., 2015). Differential gene expression for all stimuli was calculated using the moderated t-statistic approach as implemented in the R-package Limma, which has been specifically developed for the analysis of small sample size experiments. The *P*-values of all results were corrected for multiple testing by using the false discovery rate (FDR) (Benjamini and Hochberg, 1995). The data discussed in this publication has been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE117869^2^.

### Analysis of SF

Seedlings (100 mg, 10 seedlings/sample) or leaves (100 mg) were shock-frozen in liquid nitrogen and incubated with 500 μl of methanol/water/formic acid (9:1:0.1, v/v) at 80°C for 1 min. DL-[D_8_]SF (50 pmol) was added as internal standard. Biological replicates within one experiment were performed in triplicate. SF was extracted using a ball mill (Retsch Inc., Germany) operated at 23 Hz for 2 min. After centrifugation (10 min at 10,000 *g*), the supernatant was stored at −20°C until analysis. SF was analyzed with an Acquity Ultra Performance Liquid Chromatography system (UPLC) coupled to a triple quadrupole mass spectrometer (Quatro Premier, Waters, Milford, MA, United States). Chromatographic separation was carried out on a BEH C18 column (2.1 × 50 mm, 1.7 μm, Waters) with a linear binary solvent gradient of 5–60% eluent B over 5 min at a flow rate of 0.2 mL min^–1^. Eluent A consisted of 1 mM ammonium acetate in water and eluent B was methanol.

SF was detected by Multiple Reaction Monitoring (MRM) in the positive electrospray mode with a capillary voltage of 2.75 kV. Argon was used for collision-induced dissociation (CID) (flow rate of 0.3 mL min^–1^, 3 × 10^–3^ mBar). The cone voltage and collision energy were 32 V and 16 V, respectively. The following ions were recorded (m/z precursor ion, m/z product ion): SF (178, 114), [D_8_]SF (186, 122).

### Quantification of GSH, Glutathione Disulfide (GSSG), and SF Glutathione (SF-GSH) Conjugate

GSH, GSSG, and SF-GSH were extracted from 100 mg of seedlings (10 seedlings/sample) with 500 μl of methanol/water/formic acid (9:1:0.1, v/v) containing 10 nmol glutathione ethylester (GSH-EE internal standard) and 8.5 mM S-methyl methanethiosulfonate (for conversion of the thiol groups of GSH and GSH-EE into dithiomethanes) at 80°C for 1 min. Biological replicates within one experiment were performed in triplicate. Analytes were extracted using a ball mill (23 Hz, 2 min) and the homogenizate was centrifugated (10 min at 10,000 *g*). The supernatants were analyzed using an Acquity UPLC coupled to a quadrupole/time-of-flight mass spectrometer (qTOF-MS, Synapt G2 HDMS, Waters, Milford, MA, United States). Chromatographic separation was carried out on a BEH C18 column (2.1 × 100 mm, 1.7 μm, Waters) with a linear binary solvent gradient of 0–60% eluent B over 5 min at a flow rate of 0.3 mL min^–1^. Eluent A consisted of 0.1% formic acid in water and eluent B was methanol. The mass spectrometer was operated in the positive electrospray ionization mode. Peak areas were integrated in the extracted ion chromatograms of GSH dithiomethane (m/z of 354.074 ± 0.03, retention time of 2.9 min), GSSG (m/z of 613.160 ± 0.03, retention time of 2.0 min), SF-GSH (m/z of 485.112 ± 0.03, retention time of 3.1 min) and GSH-EE dithiomethane (m/z of 382.110 ± 0.030, retention time of 4.1 min). For analyte quantification, response factors were determined from calibration curves using authentic reference compounds (GSH, GSSG, and GSH-EE). SF-GSH was synthetized by incubation of SF with GSH (molar ratio of 1:10) in a 1:1 (*v*/*v*) mixture of methanol and phosphate buffer (50 mM, pH 8.0) at room temperature for 10 min (remaining SF < 2%). The reaction was terminated by acidifying the sample with formic acid to pH 4. SF-GSH was stable for at least 24 h at 10°C and 5 days at −20°C.

### Measurement of Chlorophyll Fluorescence

Pulse amplitude modulation fluorometry (PAM) was used to measure chlorophyll fluorescence in seedlings. Chlorophyll fluorescence was measured with a Maxi Imaging PAM Chlorophyll Fluorometer (Walz GmbH, Germany) using the saturation pulse method as described (Schreiber, 2004; Bonfig et al., 2006). Seedlings were dark adapted for 10 min prior to the measurements. The optimal quantum yield of PSII (*F*_*v*_/*F*_*m*_) was determined using the software ImagingWin version 2.41a (Walz GmbH) as described (Van Kooten and Snel, 1990).

## Data Availability Statement

The datasets generated for this study can be found in the NCBI’s Gene Expression Omnibus under accession number GSE117869 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE117869).

## Author Contributions

SB, AF, and MM: conceptualization. MK: developed the methodology. EF, JG, MS, MK, and AF: performed the experiments. EF, MS, MK, MD, TM, and SB: data analysis and formal analysis. MM: wrote the original draft, funding acquisition, and supervision. SB and MM: reviewing and editing. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.agilent.com

2 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE117869

## Abbreviations

AITC: allyl isothiocyanate
BITC: benzyl isothiocyanate
BSO: buthionine sulfoximine
GSH: glutathione
GST: glutathione S-transferase
GSSG: glutathione disulfide
HSF: heat shock factor
HSP: heat shock protein
ITC: isothiocyanate
PGA_1_: prostaglandin A_1_
RES: reactive electrophilic species
SF: sulforaphane
TGG: ß-thioglucoside glucohydrolases.

# Supplementary material for: Chemical Priming by Isothiocyanates Protects Against Intoxication by Products of the Mustard Oil Bomb
**Source:** Front Plant Sci. 2020 Jun 26;11:887. doi: 10.3389/fpls.2020.00887
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Data

This file includes:

Supplemental Figures S1 and S2

Supplemental Table S1, S3, S4 and S5

Other supplemental data items for this manuscript include the following:

Supplemental Table S2 (Excel spreadsheets)

# Supplementary Figures and Tables

## Supplementary Figure S1

**Supplementary Figure 1**. Venn diagram comparing regulated genes by SF, BITC, PGA_1_ and AITC. Overlaps of genes over-expressed (fold change ≥ 2), A, or under-expressed (fold change ≤ 0.5), B, after treatments of Arabidopsis seedlings with SF (100 µM), BITC (100 µM) and PGA_1_ (75 µM) for 4 h (Suppl. Table S2) or exposure to AITC vapour for 9 h (Kissen et al., 2016).

## Supplementary Figure S2

**Supplementary Figure 2.** Heat priming without effect on resistance towards BITC. Arabidopsis seedlings grown in liquid culture in MS medium were grown at 22°C (control, white bars) or heat acclimated at 37° for 2 h (black bars) followed by 2 h of recovery at 22°C. Thereafter, seedlings were treated with BITC at the concentration indicated for 2 h and, subsequently, allowed to recover in MS medium. The effect of the treatment combination on photosynthesis (F_v_/F_m_) was determined after 4 h of recovery in dark-adapted leaves. Data represent means ± SE, n=6. Survival rates were determined 7 days after the treatments (n = 52-69).

## Supplementary Table S1

**Supplementary Table S1.** List of metabolites whose abundance increased significantly in Arabidopsis seedlings 4 h after SF application. Metabolite fingerprinting was performed to identify metabolites of SF. Methanolic extracts were analysed with UPLC-qTOF-MS by applying positive and negative ESI modes. The chromatogratographic conditions were the same as used for quantification of SF. ANOVA was applied to filter out peaks whose levels were significantly higher in the treated seedlings compared to the controls (p≤0.05, fold change ≥ 5, signal-to-noise ratio ≥ 10, n = 3). Differing peaks were manually inspected and verified in an independently performed experiment. Out of 1053 annotated peaks (positive ESI: 535, negative ESI: 518), 8 peaks (positive ESI: 5, negative ESI: 3) were identified. Raphasunamic acid could be identified in addition to SF and SF-GSH utilising exact mass (error ≤1 mDa), isotope abundance distribution and fragment pattern. Structures of the other two differing peaks could not be elucidated due to their low intensity.

| **Identified metabolite** | **Anova (p)** | **Fold Change** | **Ion** | **ESI** | **m/z** | **RT (min)** |
| --- | --- | --- | --- | --- | --- | --- |
| sulphoraphan-glutathion | 1,04E-12 | Infinity | [M+H]^+^ | positive | 485,120 | 2,12 |
|  | 3,39E-10 | Infinity | [M+Na]^+^ | positive | 507,101 | 2,13 |
|  | 2,51E-08 | Infinity | [M-C_6_H_12_NOS_2_-H]^-^ | negative | 306,076 | 2,13 |
| sulphoraphan | 1,70E-03 | 5,2 | [M+H]^+^ | positive | 178,036 | 3,94 |
|  | 5,27E-03 | 4,8 | [M-CH_3_OS+H]^+^ | positive | 114,037 | 3,94 |
| raphasunamic acid | 1,76E-02 | 14,7 | [M-H]^+^ | negative | 161,968 | 1,07 |
| unknown | 4,28E-06 | Infinity |  | negative | 296,009 | 2,36 |
| unknown | 1,12E-04 | 1941,0 |  | positive | 103,057 | 2,46 |

## Supplementary Table S3

**Supplementary Table S3.** List of the 42 common genes up-regulated by SF, BITC and PGA_1_. Regulated genes after treatment for 4 h with SF, BITC and PGA_1_ (Suppl. Table 2) as well as treatment with AITC for 9 h (Kissen et al., 2016). Only genes with a fold change ≥ 2 and an adjusted p-value ≤ 0.05 were considered.

| **Locus** | **Description** |
| --- | --- |
| AT4G27670 | HSP21 (heat shock protein 21); chloroplast located small heat shock protein. |
| AT1G53540 | HSP20-like chaperones superfamily protein |
| AT1G52560 | HSP20-like chaperones superfamily protein |
| AT3G09640 | APX1B (ASCORBATE PEROXIDASE 1B); Encodes a cytosolic ascorbate peroxidase APX2. Ascorbate peroxidases are enzymes that scavenge hydrogen peroxide |
| AT4G25200 | ATHSP23.6-MITO (mitochondrion-localized small heat shock protein 23.6); |
| AT5G12020 | HSP17.6II (17.6 kDa class II heat shock protein) |
| AT4G10250 | ATHSP22.0 (HSP20-like chaperones superfamily protein); Columbia endomembrane-localized small heat shock protein |
| AT3G46230 | ATHSP17.4 (ARABIDOPSIS THALIANA HEAT SHOCK PROTEIN 17.4); member of the class I small heat-shock protein (sHSP) family, which accounts for the majority of sHSPs in maturing seeds |
| AT5G12030 | AT-HSP17.6A (heat shock protein 17.6A); Encodes a cytosolic small heat shock protein with chaperone activity that is induced by heat and osmotic stress and is also expressed late in seed development. |
| AT2G26150 | ATHSFA2 (heat shock transcription factor A2); member of heat stress transcription factor (Hsf) family. Involved in response to misfolded protein accumulation in the cytosol. Regulated by alternative splicing and non-sense-mediated decay. |
| AT1G07400 | HSP20-like chaperones superfamily protein |
| AT1G59860 | HSP20-like chaperones superfamily protein |
| AT1G03070 | Bax inhibitor-1 family protein |
| AT1G72660 | P-loop containing nucleoside triphosphate hydrolases superfamily protein |
| AT5G05220 | unknown protein |
| AT2G29500 | HSP20-like chaperones superfamily protein |
| AT1G07500 | unknown protein |
| AT1G44414 | unknown protein |
| AT2G32120 | HSP70T-2 (heat-shock protein 70T-2) |
| AT1G54050 | HSP20-like chaperones superfamily protein |
| AT1G16030 | Hsp70b (heat shock protein 70B) |
| AT4G12400 | stress-inducible protein, putative |
| AT4G25380 | SAP10 (stress-associated protein 10) |
| AT5G59720 | HSP18.2 (heat shock protein 18.2); encodes a low molecular weight heat shock protein that contains the heat shock element in the promoter region. Expression is induced in response to heat shock. |
| AT5G07330 | unknown protein |
| AT4G21320 | HSA32 (HEAT-STRESS-ASSOCIATED 32); Encodes heat-stress-associated 32-kD protein. Up-regulated by heat shock. Thermotolerance in a knockout mutant was compromised following a long recovery period (> 24 h) after acclimation heat shock treatment. |
| AT3G12580 | ATHSP70 (ARABIDOPSIS HEAT SHOCK PROTEIN 70) |
| AT2G47180 | ATGolS1 (Galactinol synthase 1) |
| AT1G74310 | ATHSP101 (heat shock protein 101); encodes ClpB1, which belongs to the casein lytic proteinase/heat shock protein 100 (Clp/Hsp100) family. Involved in refolding of proteins which form aggregates under heat stress. Also known as AtHsp101. AtHsp101 is a cytosolic heat shock protein required for acclimation to high temperature. |
| AT3G17400 | F-box family protein |
| AT2G46240 | ATBAG6 (ARABIDOPSIS THALIANA BCL-2-ASSOCIATED ATHANOGENE 6); A member of Arabidopsis BAG (Bcl-2-associated athanogene) proteins, plant homologs of mammalian regulators of apoptosis. Expression of BAG6 in leaves was strongly induced by heat stress. Knockout mutants exhibited enhanced susceptibility to fungal pathogen Botrytis cinerea. Plant BAG proteins are multi-functional and remarkably similar to their animal counterparts, as they regulate apoptotic-like processes ranging from pathogen attack, to abiotic stress, to plant development. The mRNA is cell-to-cell mobile. |
| AT3G60140 | BGLU30 (BETA GLUCOSIDASE 30); Encodes a protein similar to beta-glucosidase and is a member of glycoside hydrolase family 1. Expression is induced after 24 hours of dark treatment, in senescing leaves and treatment with exogenous photosynthesis inhibitor. Induction of gene expression was suppressed in excised leaves supplied with sugar. The authors suggest that the gene's expression pattern is responding to the level of sugar in the cell. The mRNA is cell-to-cell mobile. |
| AT1G48700 | 2-oxoGlutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein |
| AT1G60750 | NAD(P)-linked oxidoreductase superfamily protein |
| AT2G47770 | ATTSPO (TSPO(outer membrane tryptophan-rich sensory protein)-related); Encodes a membrane-bound protein designated ATTSPO (Arabidopsis Thaliana TSPO-related). |
| AT5G64750 | ABR1 (ABA REPRESSOR1); Encodes a putative transcription factor containing an AP2 domain. Is a member of the ERF (ethylene response factor) subfamily B-4 |
| AT4G39360 | unknown protein |
| AT1G07985 | Expressed protein |
| AT1G62570 | FMO GS-OX4 (flavin-monooxygenase glucosinolate S-oxygenase 4); belongs to the flavin-monooxygenase (FMO) family, encodes a glucosinolate S-oxygenase that catalyzes the conversion of methylthioalkyl glucosinolates to methylsulfinylalkyl glucosinolates The mRNA is cell-to-cell mobile. |
| AT1G69600 | ATHB29 (ARABIDOPSIS THALIANA HOMEOBOX PROTEIN 29); Encodes ZFHD1, a member of the zinc finger homeodomain transcriptional factor family. Binds to the 62 bp promoter region of ERD1 (early responsive to dehydration stress 1). Expression of ZFHD1 is induced by drought, high salinity and abscisic acid. |
| AT5G01380 | Homeodomain-like superfamily protein |
| AT2G17500 | PILS5, PIN-LIKES 5;Auxin efflux carrier family protein |

## Supplementary Table S4

**Supplementary Table S4** Regulation of genes of the glutathione S-transferase family by ITCs and PGA_1_. Regulation of GSTs with a fold change ≥ 2 (dark grey) or ≤ 0.5 (light grey) and an adjusted p-value ≤ 0.05 after treatment for 4 h with SF, BITC, PGA_1_ (Suppl. Table 2) or AITC for 9 h (Kissen et al., 2016) is shown.

## Supplementary Table S5

**Supplementary Table S5.** List of primers and accession numbers for genes used in this study.

*List of primers*

| **Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *HSP101*  (At1G74310) | 5′-TGAGCTAGCTGTGAATGCAG-3′ | 5′-TCAACTGGTCAACAGCCAAA-3′ |
| *HSFA2*  (AT2G26150) | 5`-CAGCAAGGATCTGGGATGTC-3` | 5`- GCTGTTGCCTCAACCTAACT-3` |
| *DREB2A*  (At5g05410) | 5`-AGGGTCGAAGAAGGGTTGTA-3` | 5`-CAGCTTCTTGAGCAGTAGGG-3` |
| *HSP26.5*  (At1g52560) | 5`-TGTGAAAGAGGTTTGGTCGG-3` | 5`-TGTTACGCCAGAGGCTTTTT-3´ |
| *HSP17.6II*  (AT5G12020) | 5’-AAGTCCCCGAAGACCACAAC-3’ | 5’-CGATGACGTCAGCAGGTGTA-3’ |
| *Cyp81D11*  (AT3G28740) | 5’-ATTGCCGAGGTAGTTGT-3’ | 5’-TTGCCTTTCGTAATACT-3’ |
| *AtSAND*  (At2g28390) | 5′-AACTCTATGCAGCATT-3′ | 5′-GGTGGTACTAGCACAA-3′ |
| *ACTIN 2/8*  (At5g09810, At1g49240) | 5′-GGTGATGGTGTGTCT-3′ | 5′-ACTGAGCACAATGTTAC-3′ |

*Accession Numbers*

The following genes referred to in the text are listed with their accession numbers: *TGG1*, AT5G26000; *TGG2*, AT5G25980; *HSFA2*, AT2G26150; *HSP17.6II*, AT5G12020; *HSP26.5*, At1g52560; *HSP101*, AT1G74310; *DREB2A*, AT5G05410; *CYP81D11*, AT3G28740; *TH8*, AT1G69880; *UGT74E2*, AT1G05680.

How the deposited data were processed for this re-analysis (not part of the article)

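Gene expression was measured in whole Arabidopsis seedlings on 12 one-colour arrays, 3 each for mock, SF, BITC and PGA1, at 4 h. The authors deposited one scanner text file per array with spot intensities, which the Feature Extraction software made from the scanned images with its own background estimate and quality flags. The deposited intensity values are linear, are not log2 values and were not normalized between arrays by the authors. The deposited series matrix holds the processed signal of the same files, with a largest difference of 0 from them. The plan assumed a mean spot signal, but the files hold the median signal of a spot and no mean signal, so the median signal was used. Fold changes, percent values and p-values of the authors stand in the article and its supplement, and those printed beside the text were computed anew from the deposited intensities.

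The local background was subtracted and the signals were corrected and quantile-normalized with neqc of limma 3.58.1 in R 4.3.3, with the 153 negative control spots per array and an offset of 16. Spots with a quality flag were left out and saturated spots were kept. Spots of one probe were averaged on the log2 scale, and slide or replicate number, where used, entered the fit as a fixed term. Of 43603 probes, 9255 matched no transcript accession of the reference annotation and were not tested. Of 25410 genes, 6946 had 2 or more probes, and the probe with the highest mean log2 signal stood for the gene.

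One linear model was fitted over all arrays with 8 residual degrees of freedom, and limma's moderated statistics added 3.10 prior degrees of freedom. The p-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison, and a gene was called at an adjusted p of at most 0.05 and a change of at least 2-fold. Error values are standard errors of the fit, and intervals are at 95 percent. Intervals of overlaps treat genes as independent and do not measure the spread between arrays. Where no array of the dimmer group was well above background, the change is given as a lower bound and not as an estimate. Gene lists were tested with camera of limma at a preset correlation of 0.01, and again with a correlation estimated from the residuals, each adjusted over 72 tests against mock or 72 between compounds. The 27 lists are 24 lists on stress, defence, nutrient, growth and reference genes, and 3 lists that the paper chose on these samples, which were counted but not tested.

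A rule written before the data were examined gave 233 genes to name: the 10 called genes with the largest rise and fall against mock where all treated arrays lie beyond all mock arrays, every gene the paper names, up to 4 called members of each list per comparison (or, with none called, up to 2 with the smallest adjusted p), and the 10 largest differences either way between compounds. The text departs from this rule, as it names only part of these genes and that part was settled after their values were seen, so genes of each kind in the rule are left out, and a gene not named is not thereby unchanged. ZIP12 lies outside the rule and was chosen after its values were seen. Values of the genes in the paper's tables had been seen before. The fit was tested on simulated data, and 100 simulated sets of unchanged groups measured what a shared mock group brings to the likeness of 2 comparisons. Alternatives were other background corrections and scalings, the series matrix, a filter on dim probes, the mean of all probes, slide or replicate number in the fit, fits of the compared arrays alone, other thresholds, and each array left out in turn. The scripts also used data.table 1.17.8, jsonlite 2.0.0, Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. The RT-qPCR, growth and AITC experiments are not analysed here.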

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

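The tests of whether 1 SF array carries the rank of the zinc list, and of its members well above background alone, were chosen only after the result was seen. Zinc deficiency genes were higher after SF than after BITC by a median of 0.38 (adjusted p = 9.3e-11, camera) and than after PGA1 by 0.32 (adjusted p = 6.4e-11), a difference between groups in a direct test that is lost with an estimated correlation (adjusted p = 0.13 and 0.13). As to the rank, the tables argue against members below background (camera over the 7 members well above it on every array, p = 6.3e-12), the genes of the paper's table alone (camera without them, p = 4.1e-06), 1 SF array (highest p with 1 left out 2.1e-05, camera), a slide (lowest median within a slide 0.27) and a rise of metal-uptake genes in general (iron deficiency genes ranked downward after SF, p = 0.046, camera). The size stays open, as the median change against mock fell from 0.34 to 0.13 with 1 SF array left out, under the part of the full value set beforehand as the mark of 1 array carrying it. Dim probes and the size cannot be told apart. The called members lay well above background on a median of 3 SF arrays, but were chosen by their rise. Over the 7 members well above background on every array the median difference from BITC was 0.28. Over the whole list it is the value of ZIP12, which lay below background on all arrays. That difference was 0.94 with the processed signal and 0.24 with normexp, and the one from PGA1 was 0.18 with the processed signal and 0.0023 with the series matrix, or 0.20 less its shift of all genes.

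The following differ between SF and another compound in a direct camera test at the preset correlation, and none of these tests passes with an estimated correlation, where the lowest adjusted p was 0.13. Sulfur deficiency genes were higher after SF than after BITC by a median of 0.65 (adjusted p = 9.4e-12) and than after PGA1 by 0.29 (adjusted p = 1.6e-06). Abscisic acid genes were higher after SF than after BITC by 0.36 (adjusted p = 0.0015). Oxidative stress genes were higher after SF than after BITC by 0.60 (adjusted p = 8.4e-07). Root hair genes had a difference of -0.58 between SF and BITC (adjusted p = 3.8e-09). With the scaling the root hair difference became -0.37 with normexp and -0.997 with the series matrix, or -0.86 less its shift of all genes.

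The following are signals in gene lists that go beyond the genes the paper discusses, although it names APX2 on the oxidative stress list, DREB2A on the abscisic acid list and FMO GS-OX4, which rose, on the aliphatic glucosinolate list. After SF 4 sulfur deficiency genes rose (adjusted p of the list = 0.00023). Of aliphatic glucosinolate synthesis 5 genes fell after SF (adjusted p = 8.5e-06) and 3 after BITC (adjusted p = 1.9e-11). Of the abscisic acid list 4 genes rose after SF (adjusted p = 7.7e-08). Of the oxidative stress list 4 genes rose after SF (adjusted p = 2.7e-09) and 3 after PGA1 (adjusted p = 1.9e-08). Of the root hair list 7 genes fell after SF (adjusted p = 8.2e-19) and 6 after PGA1 (adjusted p = 3.7e-18). None of these list tests passes with an estimated correlation.

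When the 6 arrays of a comparison are split into 3 and 3 in all 10 ways, 1 split called at least as many genes as the real one for each of the 12 counts, and that is the real split. The highest other count was 1 for SF and for BITC against mock, SF against PGA1 and BITC against PGA1, and 0 for PGA1 against mock and SF against BITC. The 10 splits are too few for a share under 0.05.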

How the results depend on the processing

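The tests with quality-flagged spots kept and with the probe pairs of the paper's supplement were chosen only after the result was seen. No called result changed direction under any setting run. With the processed signal scaled to its 75th percentile there were 360 PGA1 falls and 38.7% SF falls shared by PGA1. With the normexp correction at offset 50 there were 323 SF rises, 342 SF falls, 81 BITC falls, 113 PGA1 falls, 257 higher genes for SF against BITC, 106 lower genes for SF against BITC, 27 higher genes for SF against PGA1, 139 lower genes for SF against PGA1, 41 higher genes for BITC against PGA1, 28.1% SF falls shared by PGA1 and 44 falls common to the 3. With the series matrix there were 269 SF rises, 1215 SF falls, 44 BITC rises, 263 PGA1 rises, 207 higher genes for SF against BITC, 31 higher genes for SF against PGA1, 34 higher genes for BITC against PGA1, 33 rises common to the 3 and 26.2% SF falls shared by PGA1. With the compared arrays alone in the fit there were 30 BITC rises, 85 BITC falls, 93.3% BITC rises shared by SF, 90.0% BITC rises shared by PGA1, 48.9% SF rises shared by PGA1, 27 rises common to the 3, 42.4% BITC falls shared by PGA1, 26.1% SF falls shared by PGA1 and 35 falls common to the 3. Without a fold threshold there were 1205 SF rises, 1126 SF falls, 965 PGA1 rises, 531 PGA1 falls, 986 higher genes for SF against BITC, 551 lower genes for SF against BITC, 110 higher genes for SF against PGA1, 436 higher genes for BITC against PGA1, 931 lower genes for BITC against PGA1, 70.9% BITC falls shared by PGA1 and 152 falls common to the 3. At an adjusted p of 0.01 there were 42 BITC rises, 77 BITC falls, 148 PGA1 falls, 31 higher genes for SF against PGA1, 145 lower genes for SF against PGA1, 23 higher genes for BITC against PGA1, 261 lower genes for BITC against PGA1, 90.5% BITC rises shared by SF, 90.5% BITC rises shared by PGA1, 50.0% SF rises shared by PGA1, 51.9% BITC falls shared by PGA1, 27.1% SF falls shared by PGA1 and 39 falls common to the 3. At 2-fold with no p-value there were 127 BITC rises, 288 BITC falls, 91 higher genes for SF against PGA1, 381 lower genes for SF against PGA1, 176 higher genes for BITC against PGA1, 56.7% BITC rises shared by SF, 64.6% BITC rises shared by PGA1, 85.1% BITC falls shared by SF and 148 falls common to the 3. With an estimated correlation in camera there were 0 list tests passing. That includes the small heat shock list, most of whose members rose after each compound, so failing this test does not show a list to be unchanged. The cause of these changes with the setting was not tested. Counts stayed within 1.5 times and overlaps within their 95% interval without local background subtraction, with the dim probe filter, the mean of all probes, the slide or the replicate number in the fit, the quality-flagged spots kept and the probe pairs of the supplement.

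The replicate number as a block in the fit gave 488 rises and 577 falls after SF, 63 and 141 after BITC, and 453 and 221 after PGA1. An array correlated best with its own number in 9 of 36 cases, where 12 would by chance, so nothing here shows that equal numbers mark samples grown together. With its own slide it did so in 18, above the 12 by chance, which leaves a slide effect open, and the main fit has no slide term. Between mock and SF, and between BITC and PGA1, equal numbers lie on the same slide, so number and slide cannot be told apart there.

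With 1 array left out at a time the values ranged from 405 to 595 for SF rises, 542 to 626 for SF falls, 44 to 77 for BITC rises, 96 to 192 for BITC falls, 322 to 558 for PGA1 rises, 190 to 254 for PGA1 falls, 74.6 to 93.2% for BITC rises shared by SF, 71.2 to 88.6% for BITC rises shared by PGA1, 46.4 to 59.2% for SF rises shared by PGA1, 38 to 59 for rises common to the 3, 85.9 to 93.9% for BITC falls shared by SF, 49.4 to 63.6% for BITC falls shared by PGA1, 28.0 to 35.6% for SF falls shared by PGA1, 57 to 112 for falls common to the 3, 31 to 39 for list tests passing, 311 to 451 for higher genes for SF against BITC, 179 to 247 for lower genes for SF against BITC, 41 to 63 for higher genes for SF against PGA1, 156 to 237 for lower genes for SF against PGA1, 29 to 268 for higher genes for BITC against PGA1 and 265 to 479 for lower genes for BITC against PGA1. Of the named gene changes, 93 lost and 22 gained a call with the series matrix, 102 and 0 at an adjusted p of 0.01, 0 and 79 without a fold threshold, 61 and 5 with the compared arrays alone, 65 and 4 with normexp, 22 and 8 with the slide block, and 0 reversed. The median signal was 21.2 to 33.4 times the background, and for the 3474 genes that are well above background on no array a change could not be measured.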

Differences from the paper's values

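No value the paper states for a measure computed here differed from it by the rule set before the data were examined. The paper's text gives PGA1 a larger part of the SF-induced genes than of the BITC-induced genes. Here the order is the reverse, with 56.7% of the SF genes and 80.9% of the BITC genes, and no setting run gave the paper's order. Set against the paper's 54% for BITC and 81% for SF, these stay just within the 1.5 times of that rule, and with the 2 compounds exchanged each lies close to the paper's value.

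The paper's table of the largest SF rises shows no PGA1 value for AT5G53680 and AT1G71000. Here both rose after PGA1, AT5G53680 by at least 10.6-fold (adjusted p = 0.00049) and AT1G71000 by 3.34 on the log2 scale (adjusted p = 0.00088). The paper's GST table lists GSTU19, DHAR2 and GSTF13 as changed after PGA1. Here GSTU19 stood at 1.83-fold (adjusted p = 0.00030) and DHAR2 at 1.74-fold (adjusted p = 0.0055), both under the 2-fold threshold. GSTU19 is called with the mean of all probes and without a fold threshold, and DHAR2 without a fold threshold. GSTF13 stood 2.33-fold below mock (adjusted p = 0.13) and is called at 2-fold with no p-value alone. The other changes listed there for SF, BITC and PGA1 in measured genes were called in the same direction here. Over the 1756 probes of the supplement that could be read, the log2 changes correlated with those here at 0.936 for SF, 0.992 for BITC and 0.997 for PGA1, and 16, 0 and 1 had the opposite sign. Within 0.1 of the supplement's log2 change lay 1676, 1736 and 1738 of these probes.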

Other observations

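The contrast of heat and detoxification genes was picked from what the paper reports on the same arrays, and its tests were written down before they were run. Heat shock genes and detoxification genes differ in how much of the SF change is left after BITC at the same dose. Among the 28 heat shock genes that rose after PGA1, 26 also rose after SF and 19 after BITC, while of 19 GST and other detoxification genes 15 rose after SF and 0 after BITC. BITC kept 68.7% of the SF change in the heat genes (58.5 to 77.9, 95% bootstrap interval) and 9.28% in the detoxification genes (0.578 to 17.2). On BITC arrays 1, 2 and 3 the shares were 76.7, 54.7 and 74.7% for heat and 16.9, 10.5 and 0.474% for detoxification genes. BITC 2 for heat and BITC 3 for detoxification genes lay below the bootstrap intervals, so these intervals do not cover the spread of single arrays.

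A hypothesis is that BITC reaches the heat response and leaves the detoxification response largely out, which a response of the SF kind scaled by 1 factor would not do. The difference of 59.4 percentage points had a permutation p of 1.0e-04, the smallest that 10000 permutations can give. Genes were shuffled as independent units, so this p does not measure the spread between arrays. On each BITC array the heat share exceeded the detoxification share, which argues against 1 factor for the genes of both groups. The camera tests of these lists between SF and BITC do not pass with an estimated correlation. Compression of dim probes does not account for the difference, as the processed signal gave 59.5 percentage points. The genes of both groups share arrays, a later or higher dose of BITC was not measured, and the hypothesis was found and tested on the same arrays.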
